# Cytokeratin-19 positivity is acquired along cancer progression and does not predict cell origin in rat hepatocarcinogenesis

**DOI:** 10.18632/oncotarget.5501

**Published:** 2015-10-03

**Authors:** Marta Anna Kowalik, Pia Sulas, Giovanna Maria Ledda-Columbano, Silvia Giordano, Amedeo Columbano, Andrea Perra

**Keywords:** preneoplastic foci, oval cells, Nrf2/Keap1, hepatocarcinogenesis, cell origin

## Abstract

Although the expression of the stem/progenitor cell marker cytokeratin-19 (CK-19) has been associated with the worst clinical prognosis among all HCC subclasses, it is yet unknown whether its presence in HCC is the result of clonal expansion of hepatic progenitor cells (HPCs) or of de-differentiation of mature hepatocytes towards a progenitor-like cell phenotype. We addressed this question by using two rat models of hepatocarcinogenesis: the Resistant-Hepatocyte (R-H) and the Choline-methionine deficient (CMD) models. Our data indicate that the expression of CK-19 is not the result of a clonal expansion of HPCs (oval cells in rodents), but rather of a further step of preneoplastic hepatocytes towards a less differentiated phenotype and a more aggressive behavior. Indeed, although HCCs were positive for CK-19, very early preneoplastic foci (EPFs) were completely negative for this marker. While a few weeks later the vast majority of preneoplastic nodules remained CK-19 negative, a minority became positive, suggesting that CK-19 expression is the result of de-differentiation of a subset of EPFs, rather than a marker of stem/progenitor cells. Moreover, the gene expression profile of CK-19-negative EPFs clustered together with CK-19-positive nodules, but was clearly distinct from CK-19 negative nodules and oval cells.

**Conclusion:**

i) CK-19-positive cells are not involved in the early clonal expansion observed in rat hepatocarcinogenesis; ii) CK-19 expression arises in preneoplastic hepatocyte lesions undergoing malignant transformation; iii) CK-19 positivity in HCCs does not necessarily reflect the cell of origin of the tumor, but rather the plasticity of preneoplastic cells during the tumorigenic process.

## INTRODUCTION

The heterogeneous nature of human hepatocellular carcinoma (HCC), which represents a serious social health problem [1], has so far impeded both treatment strategies and prognostic predictions [2]. Even though HCC is considered to emerge through a process of multistep carcinogenesis [3], its histogenesis remains a subject of discussion and controversy. In fact, other than the different etiologic factors, an important cause of liver cancer heterogeneity may be the cell type of origin. Besides a long-established idea that preneoplastic lesions arise exclusively from mature hepatocytes undergoing neoplastic transformation [4–7], it has been also hypothesized that a subset of HCC can originate from hepatic progenitor cells (HPC) [8, 9]. This subclass of human HCC results enriched for genes expressed in fetal hepatoblasts, including some progenitor cell markers. A progressive up-regulation of HPCs was also demonstrated in dysplastic nodules in human liver [10] and hepatocellular adenoma [11]. Moreover, numerous studies have reported HPCs activation in the most relevant liver carcinogenic conditions in the Western world, such as chronic viral hepatitis and alcoholic and non-alcoholic fatty liver disease [12].

Although at present no single antibody can unambiguously define hepatic progenitor cells, several markers have been proposed for HPCs in HCC. In contrast to hepatocytes, HPCs are thought to express biliary markers, such as cytokeratin-7 (CK-7), cytokeratin-19 (CK-19), and Ov6; moreover, a subset of these cells expresses fetal hepatocyte (α-fetoprotein) and hematopoietic markers (c-kit, CD34) [8, 13].

Over the past few years, cytoskeleton-associated proteins have been well recognized as cellular integrators in the neoplastic process [14]. Different epithelia express characteristic combinations of cytokeratin proteins, depending on the organ of origin or the type of differentiation [15]. For example, in normal liver, hepatocytes express CK-8 and CK-18, whereas biliary epithelial cells express CK-7 and CK-19 [16, 17] as well. Recently, ‘stemness’-related markers have also become of particular relevance, as they can successfully predict the clinical outcome of HCC patients. In particular, the CK-19-positive HCC subtype is characterized by the worst clinical prognosis among all HCC subclasses, suggesting that CK-19 is a negative prognostic marker for HCC [9, 18]. CK-19 expression was also correlated with some clinicopathological features, such as poor tumor differentiation, metastasis, early tumor recurrence after resection and radiofrequency ablation [19–22]. Furthermore, CK-19-positive HCCs show significantly increased epithelial-mesenchymal transition (EMT) and expression of invasion-related molecules, suggesting that they are endowed with more invasive characteristics, compared to CK-19-negative HCCs [23]. In a recent study, Govaere *et al.* [24] demonstrated that *in vitro* primary human CK-19-positive tumor cells showed increased invasiveness and that CK-19 knockdown significantly reduced HCC invasive ability and rendered HCC cells more sensitive to cytotoxic agents, such as doxorubicin, 5-fluorouracil and sorafenib.

An important support to the HPC hypothesis was derived mainly from rodent models of chemical hepatocarcinogenesis [25, 26]. In these models, a peri-portal population of small epithelial cells, called oval cells, related to terminal biliary ductules and canals of Hering was described. This cell population has the ability to differentiate towards hepatocytes, bile ductular cells and intestinal epithelium and can give rise to hepatocellular carcinoma and cholangiocellular carcinoma.

A well-characterized rat hepatocarcinogenesis model is the Resistant-Hepatocyte (R-H) model, in which tumors are initiated by a single dose of a chemical carcinogen (diethylnitrosamine, DENA) and promoted by a brief treatment with 2-acetylaminofluorene (2-AAF) combined with partial hepatectomy (PH) [27]. The R-H model offers the possibility to identify distinct lesions (preneoplastic foci, preneoplastic nodules, early and fully developed HCCs, and occasional features of combined hepato-cholangiocarcinomas) at well-defined timings. Interestingly, a modification of the R-H model, consisting in the omission of DENA initiation, has been extensively used in studies of activation, expansion and differentiation of oval cells [28]. Therefore, the advantage of the R-H model is that it allows not only examining the expansion of both preneoplastic and oval cells at the same time, but also investigating the evolution of the early preneoplastic lesions to fully developed HCC. Recently, comparative functional genomics has shown a stringent clustering of CK-19-positive preneoplastic nodules and advanced HCCs obtained from the R-H model with human HCCs characterized by poor prognosis [29, 30].

Although these findings suggest that CK-19-positive HCCs could originate from progenitor cells, some reports cast doubt on the progenitor cell origin of CK-19-positive HCC [31, 32]. Therefore, it remains elusive whether the expression of CK-19, as well as of other HPC markers, represents i) retention of a progenitor cell phenotype all throughout the carcinogenic process or ii) the result of de-differentiation of preneoplastic or malignant hepatocytes to a progenitor cell/biliary phenotype during progression towards HCC.

The aim of the present study was to analyze the early changes in the R-H model of carcinogenesis in order to investigate the relationship between oval cell proliferation and EPFs, as well as to understand whether in this protocol CK-19 expression is built-in in clonally expanding EPFs or if it is acquired through a progressive de-differentiation of preneoplastic hepatocytes towards a progenitor cell phenotype. The latter question was also addressed by using another rat model of hepatocarcinogenesis consisting of a chronic exposure to a steatogenic environment generated by a choline devoid-methionine deficient diet (CMD) [33].

## RESULTS

### mRNA expression profiling of oval cells is distinct from that of early preneoplastic foci (EPFs)

While several works suggest that oval cells can differentiate to hepatocytes [25, 26, 28], the role of oval cells in the development of HCC is a controversial matter [4, 5, 31, 34–37]. To explore this issue, we used the Resistant-Hepatocyte (R-H) rat model [27] (Supp. Figure 1A). This model is characterized by a synchronous expansion of carcinogen-initiated cells that can be easily identified by preneoplastic markers (such as the expression of GSTP) as early as 3–7 days after PH. Unlike normal hepatocytes, preneoplastic hepatocytes are able to divide after 2/3 PH, in the presence of the cytostatic environment generated by 2-AAF. Concomitantly, resection of 2/3 of the liver in the presence of 2-AAF causes a massive expansion of oval cells, expressing markers specific for biliary epithelial cells, such as CK-19, GSTP and gamma-glutamyltranspeptidases. Notably, while oval cells, like GSTP-positive hepatocyte preneoplastic lesions, are completely absent prior to PH, a concomitant surge of both these two cell populations is observed 2–3 days after PH. Using this model, we performed gene expression profiling in micro-dissected oval cells and early preneoplastic foci (EPFs) appearing 7 days after PH. EPFs appeared as small spherical lesions consisting of 15 to 100 hepatocytes, with basophilic cells characterized by prominent nucleoli. Mitotic figures were often present. A total of 1,570 out of 21,791 genes included in the array were detected, according to the parameters described in Supplementary Material. Hierarchical cluster analysis stratified rat lesions into two major clusters: 1) oval cells; 2) normal liver and EPFs; within the second cluster, normal liver (CO) and EPFs formed 2 distinct sub-clusters (Figure 1A). Notably, among the significantly dysregulated genes (at least 2 fold change difference), 69% were exclusive of either oval cells or EPFs (Figure 1B, 1C). Quantitative RT-PCR validation performed on a few genes typically expressed by oval cells (Epcam and CK-19) or mainly expressed by mature hepatocytes (Nqo1) confirmed microarray expression data (Figure 1D). These results show that oval cells have an expression profile clearly distinct from that of hepatocyte EPFs and suggest that they are not the cells of origin of EPFs.

**Figure 1:**
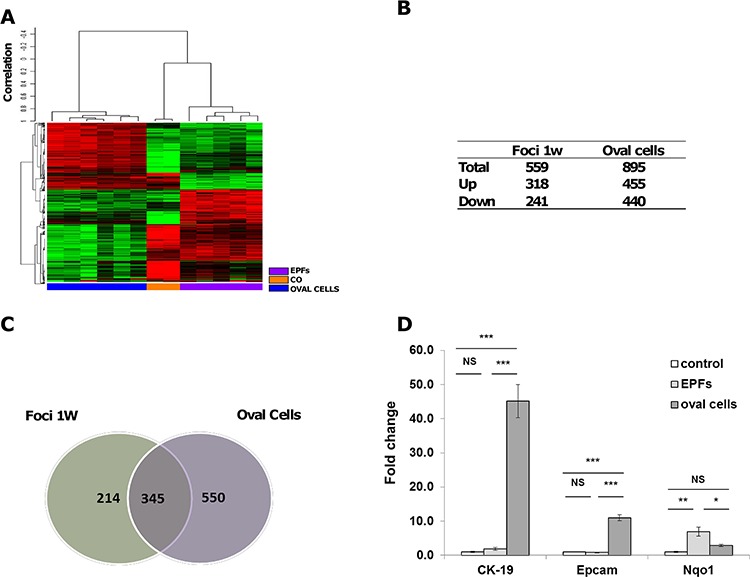
mRNA profile of oval cells and EPFs in the R-H model of hepatocarcinogenesis **A.** Hierarchical clustering of 1,570 genes in normal liver (CO), laser-microdissected oval cells and early preneoplastic foci (EPFs) 7 days after PH. Each row represents the expression profile of a gene and each column represents a sample from pools of microdissected oval cells or EPFs. Controls and different types of lesions are indicated by colored bars. Only mRNAs whose expression was dysregulated more than 2-fold were considered. Red and green colors represent higher or lower expression levels of the mRNA (median-centered), respectively. **B.** Number of differentially expressed mRNAs in oval cells and EPFs compared to age-matched controls, defined by *P* < 0.05 (BH-corrected). RNA was extracted from laser-microdissected oval cells and EPFs occurring 7 days after PH and CK-19-positive and CK-19-negative nodules generated 7 weeks after surgery. **C.** Venn diagrams illustrating significantly dysregulated genes in oval cells and EPFs. **D.** QRT-PCR validation of CK-19, Epcam and Nqo1 in controls, oval cells and EPFs. Gene expression is reported as fold-change relative to age-matched controls. ***P < 0.001, **P < 0.01, *P < 0.05, NS: not significant.

### Oval cells but not early preneoplastic foci (EPF) show positivity to CK-19

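Gstp1, which encodes GSTP, a glutathione S-transferase used as a marker of preneoplastic hepatocytes, was up-regulated in EPFs, 117-fold by its brightest probe and 35.7-fold by a second probe. The brightest probe had a mean normalized signal of 43601 ± 1263 in EPFs (SD, n = 5 pools) and 379 ± 71.8 in control liver (SD, n = 5). In EPFs it stood at the top of the scale, with 2 arrays at 44882.6, the highest value that normalization gives, so that its fold has no exact size. The second probe went from 302 ± 32.8 to 10837 ± 1633 (SD, n = 5 each). Krt19, which encodes CK-19, rose from 224 ± 17.7 in control liver to 614 ± 298 in EPFs (SD, n = 5 each), a difference of 2.53-fold. In CK-19-positive nodules the Krt19 signal was 4054 ± 2066 and in CK-19-negative nodules 535 ± 402 (SD, n = 5 each). Other biliary markers also rose in EPFs: Epcam, an epithelial adhesion protein of bile duct and progenitor cells, 2.86-fold, and Cd24, a surface glycoprotein of the same cells, 3.96-fold.

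In limma's test, the brightest probe of Gstp1 had a log2 fold change of 6.87 (SE 0.11, adjusted p = 2.985e-22), with a spread in EPFs narrowed by the top of the scale, and Krt19 a log2 fold change of 1.34 (SE 0.38, adjusted p = 0.005126). Every EPF array lay above every control array for Krt19 (exact two-sided permutation test, p = 0.007937, the smallest p that 5 arrays against 5 allow). The log2 fold change of Krt19 between CK-19-negative nodules and control was 0.93 and did not pass the threshold (adjusted p = 0.1078 from limma), with p = 0.1667 from the same exact two-sided test. Without CK-19-negative nodule 1 or 4 it reached 1.20 and passed. The direct contrast of EPFs with CK-19-negative nodules was 0.42 and did not pass (adjusted p = 0.3779 from limma; p = 0.5079 from the exact two-sided test). Epcam had a log2 fold change of 1.52 (SE 0.20, adjusted p = 1.237e-06), Cd24 a log2 fold change of 1.98 (SE 0.26, adjusted p = 1.043e-06) and Tspan8, a tetraspanin of epithelial cells, a log2 fold change of 1.56 (SE 0.23, adjusted p = 4.664e-06) in EPFs. Of 15 biliary and oval cell markers tested in EPFs, 5 rose, 1 fell and 9 did not pass both the adjusted p and the 2-fold threshold. Adjusted over the list alone, the counts were also 5 and 1, and a shift of the list as a whole did not pass the test (camera, adjusted p = 0.1446). At an unadjusted p under 0.05 from limma with no fold threshold, 7 of the 15 were higher and 4 lower. The member that passed both thresholds as lower was Onecut1, a hepatocyte transcription factor that also acts in biliary development (-1.07, adjusted p = 0.01945 from limma). Its call was lost without control 4 (-0.76) or without EPF pool 4 (-0.90). Of 4 fetal liver and stem cell markers, 2 rose in EPFs, the fetal serum protein Afp (log2 fold change 1.25) and the fetal aldolase Aldoa (1.56), with 2 adjusted over the list alone (camera, adjusted p = 0.02526; adjusted p = 0.2655 with an estimated correlation). GSTP marks these lesions, so its rise is no independent finding. Control signals of Krt19 lay near background: with every signal under 300 raised to 300, a setting chosen after the values were seen, the log2 fold change in EPFs was 0.92 and the call was lost (adjusted p = 0.05471 from limma).

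**Figure D1:**
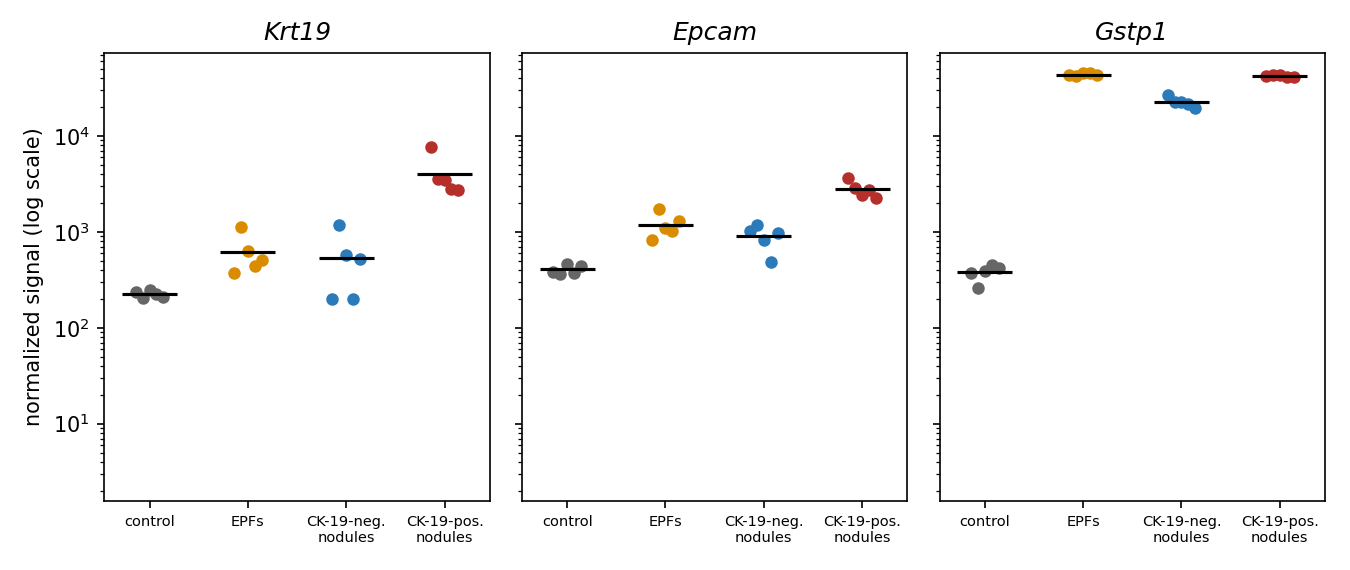
Normalized signal of Krt19, Epcam and Gstp1 on each of the 20 arrays, on a log axis, by group; each point is one array and each line the mean of its group (n = 5 each). Krt19 was between 371 and 1118 in the EPF arrays and between 2738 and 7686 in the CK-19-positive nodules.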

Our gene expression analysis showed that, unlike other biliary markers up-regulated in EPFs (GSTP, GGT), CK-19 was poorly expressed in these lesions, suggesting this marker is not a built-in feature of precursor populations of HCC. Since our microarray was performed on pools of EPF, it was not possible to rule out the possibility that CK-19 was expressed in a small fraction of them. To investigate more in depth CK-19 expression in EPFs, we performed immunohistochemistry (IHC) analysis of CK-19 expression in oval cells and EPFs at 3 and 7 days after surgery. As seen in Figure 2A, while CK-19 positivity was detected in the vast majority of proliferating oval cells - which rapidly expand after PH in the presence of 2-AAF - IHC of more than 400 hepatocyte foci (performed on serial cryostat liver sections 3 and 7 days after PH) revealed that 100% of the GSTP-positive EFPs were completely negative for CK-19 (Figure 2B, 2C). The observation that no oval cells could be detected prior to PH and the concomitant presence of both this cell population and EPFs as early as 3 days after surgery, further suggest that EPFs do not derive from oval cells.

**Figure 2:**
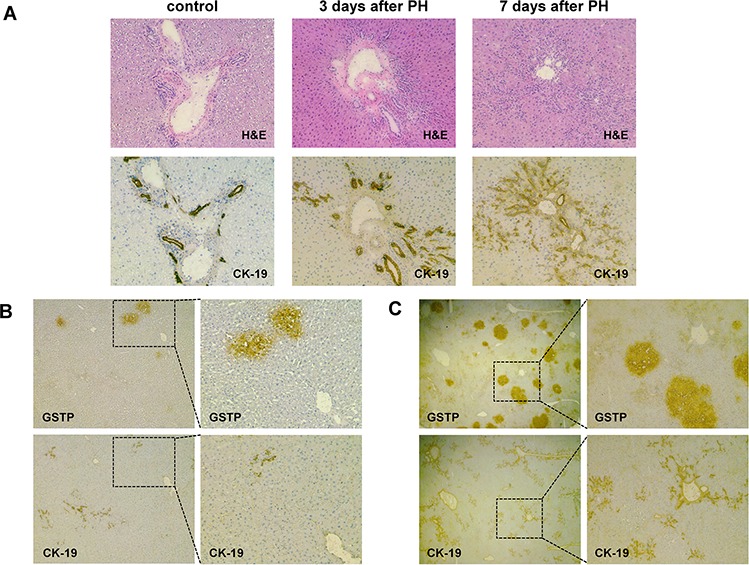
Early preneoplastic foci (EPFs) are negative for CK-19 **A.** Photomicrograph illustrating CK-19 staining in bile ducts of control liver and proliferating oval cells 3 and 7 days after PH (CK-19, X10). Serial sections stained for hematoxylin-eosin (H&E) are depicted above (magnification X10). **B.** GSTP-positive EPFs developed 3 days after PH (left) are completely negative for CK-19 (magnification X4, left; X10, right). Few CK-19- positive oval cells are present. **C.** Photomicrograph showing that none of the GSTP+ EPFs occurring 7 days after PH are positive for CK-19 (magnification X1.25, left; X4, right). Several CK-19 positive oval cells are present.

### CK-19 expression is acquired by a subset of nodules during their transition from a focal to a nodular stage

The first evidence of CK-19 positivity was found 5 weeks after DENA (that is, 7 days after 2-AAF release); at that time, very few CK-19-positive preneoplastic nodules were detected in a context of otherwise negative lesions (19 CK-19+/250 GSTP+ nodules; 7.60%) (Figure 3A, 3B). In agreement with previous works [29, 30], at a later time point (10 weeks after carcinogen administration), about 25% of GSTP positive nodules showed positivity for CK-19 (Figure 3C). These nodules closely resemble human dysplastic nodules as they display hepatocytes with large eosinophilic cytoplasm and evident nucleoli [38]. These lesions often compress adjacent parenchyma and show distorted architecture. EPFs and CK-19+ nodules were characterized by a diffuse positivity to 5-bromo-2′ deoxyuridine (BrdU), which is indicative of very high proliferative activity (Supp. Figure 2A, 2B); however, unlike EPFs, they exhibited the presence of several cells positive for the cleaved form of caspase-3 (Cas-3) (Supp. Figure 3A, 3B, 3D), a typical feature of advanced HCC (Supp. Figure 3C, 3D). Measurement of Cas-3 positive cells resulted in an apoptotic index (AI) of 0.01/field in EPFs, 4/field in CK-19+ nodules and 15/field in HCC. On the contrary, CK-19-negative nodules, accounting for the vast majority of the lesions observed at this time point, resemble regenerative nodules in a cirrhotic-like background and did not exhibit major cytological and/or architectural dysplastic changes. In agreement with our previous studies [39], they also showed a much lower number of BrdU-positive hepatocytes (Supp. Figure 2B), and virtually no positivity for caspase-3 (apoptotic index was 0.4/field) (Supp. Figure 3B and 3D).

**Figure 3:**
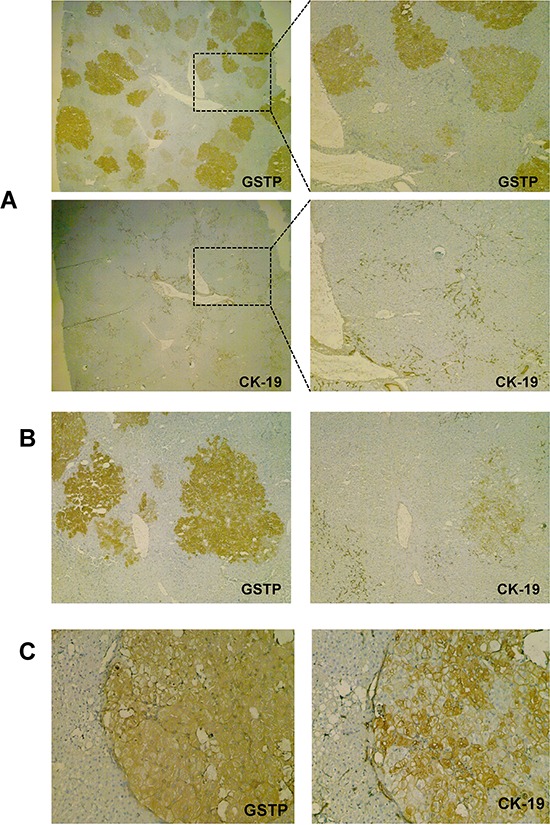
CK-19 positivity is acquired along with the progression from EPFs to a nodular stage **A.** Photomicrograph showing GSTP and CK-19 staining in preneoplastic lesions 2 weeks after PH (magnification X10). **B.** Photomicrograph showing occasional CK-19 staining in a nodule 2 weeks after PH (magnification X10), **C.** A GSTP-positive nodule showing a large number of cells positive for CK-19 at 7 weeks after PH (magnification X10).

### CK-19-negative EPFs exhibit a gene expression profile similar to CK-19-positive nodules and HCCs

It has been shown that CK-19-positive preneoplastic nodules exhibit a similar global expression profile to that of advanced HCCs, while CK-19-negative nodules co-cluster together with the control liver [30]. Therefore, we wished to investigate and compare the expression profile of early CK-19-negative EPFs with that of CK-19-positive and CK-19-negative preneoplastic nodules. 

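The data comprised 20 one-colour Illumina rat expression arrays, 5 each of normal (control) liver, EPFs, CK-19-positive nodules and CK-19-negative nodules from rats of the R-H model. In this model a single dose of DENA initiates hepatocytes, and 2-AAF with partial hepatectomy (PH) promotes the growth of the initiated cells. EPFs were laser-microdissected 7 days after PH (4 weeks after DENA), and each of their arrays held a pool of foci. Nodules were microdissected 7 weeks after PH (10 weeks after DENA), and each array held a single nodule. By the paper's protocol, 2-AAF feeding ended about when the EPFs were taken. In EPFs, recent 2-AAF and PH therefore cannot be told apart from the type of lesion. CK-19 staining assigned the nodules to their groups, so the Krt19 signal between the nodule groups checks the labels and is no finding. A higher Krt19 signal in CK-19-positive nodules than in EPFs also follows in part from this choice. The controls are described as age-matched, and the time of each control array is not given in the sources used here.

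The authors applied quantile normalization to the arrays, and the deposited values are linear intensities of 22523 probes. They ran from 95.5 to 44882.6 with a median of 157, and between 7370 and 7383 probes per array exceeded a signal of 200. The number of arrays limits the precision. Of the probes, 13793 were named with 1 gene each (13337 genes), and 8730 were not named here, so that genes such as Ggt1 were not analysed here. The brightest probe represented a gene, and the 6102 genes with a signal over 200 on at least 5 arrays were tested on the log2 scale with limma, all 20 arrays in one fit. A gene was called dysregulated at a Benjamini-Hochberg adjusted p under 0.05 with a change of at least 2-fold. Where all 5 arrays of a group lay under 200, a fold is given as a lower bound ("at least"), from means of log2 signals with the dim group's signals set to 200. Changes were also simulated in these 6102 genes. The adjusted p threshold alone recovered 97% of 2-fold and 100% of 4-fold changes for EPFs against control (100 genes each). Recovery with the 2-fold threshold added was not measured.

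The arrays came from 4 chips. The numbers of arrays within a group are names given here and pair nothing. Chip 1 held all 5 CK-19-positive nodules, controls 1 and 2 and CK-19-negative nodule 5. Chip 2 held control 3 and CK-19-negative nodules 1 to 4, chip 3 held controls 4 and 5, and chip 4 held the EPFs alone. No chip therefore held EPFs together with another group. The RNA came from about as many rats as there are arrays per group and the labels tie no array to a rat, so some arrays may share a rat and the p-values, which measure the spread between arrays, would then be too small. Gene lists of pathways and cell types, the adjusted p and 2-fold thresholds and part of the alternative settings were fixed before the data were examined. The signal level of 200 and the settings named as chosen after seeing the data were not.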

Gene expression profiling was performed using the same early foci described above, and preneoplastic nodules CK-19-positive and CK-19-negative obtained 10 weeks after initiation. 

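The study's filter keeps a probe that differs at least 1.5-fold from its median in at least 20% of the arrays and has a median signal over 300. Applied to the deposited values of these 20 arrays, it kept 1689 of the 22523 probes. Of these, 1337 were named, for 1318 genes. Krt19, Epcam, the NRF2 target Nqo1 and the male-specific cytochrome P450 gene Cyp2c11 were among the genes kept. Leaving out 1 array at a time gave between 1576 and 1688 probes.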

A total of 1,310 out of 21,791 genes included in the array were selected, as described in Supporting Material. 

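Log2 signals of the probes that passed this filter were centred on each probe's median. Centring pushes correlations between contrasting groups below 0. In these values, control liver and CK-19-negative nodules had like profiles, with a mean correlation of 0.443 between arrays of the 2 groups (range 0.147 to 0.722). EPFs and CK-19-positive nodules correlated at a mean of 0.216 (range 0.027 to 0.416). Across the divide, mean correlations were -0.569 between control and CK-19-positive nodules, -0.451 between control and EPFs, -0.495 between EPFs and CK-19-negative nodules and -0.282 between the 2 nodule groups (range -0.574 to 0.039).

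Clustering used average linkage on 1 minus the Pearson correlation of median-centred log2 signals, and no p-value was computed. The top join lay at 1.45 and the next at 0.784. Cut into 2 clusters, all 10 arrays of control liver and CK-19-negative nodules fell into one and all 10 of EPFs and CK-19-positive nodules into the other. This held under every setting run, each array left out in turn included. A cut into 3 clusters parted EPFs from CK-19-positive nodules, and a cut into 4 parted CK-19-negative nodules 1 and 2 from the rest of their cluster. Controls 1 and 2 and CK-19-negative nodule 5, which shared chip 1 with the CK-19-positive nodules, stayed in the other cluster. The root mean square log2 distance between arrays was 1.43 for control and EPFs, 1.33 for control and CK-19-positive nodules and 0.760 for control and CK-19-negative nodules. It was 0.952 for EPFs and CK-19-positive nodules, 0.935 for the 2 nodule groups and 1.18 for EPFs and CK-19-negative nodules. By this distance, which centring does not change, CK-19-positive nodules were about as far from CK-19-negative nodules as from EPFs. The first principal component held 60.3% of the variance and the second 20.4%.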

Hierarchical cluster analysis stratified the lesions into two major clusters: 1) normal liver (CO) and preneoplastic CK-19-negative nodules; 2) CK-19-negative EPFs and CK-19-positive nodules (Figure 4A). As shown in the Venn diagram, EPFs and CK-19-positive nodules, unlike CK-19-negative nodules, exhibited a high number of modified genes compared to control livers (Figure 4B, 4C). 

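EPFs had 757 dysregulated genes against control liver (382 up, 375 down), CK-19-positive nodules 601 (302 up, 299 down) and CK-19-negative nodules 119 (79 up, 40 down). Of 28 cell cycle genes, 24 rose and none fell in EPFs, against 4 that rose in CK-19-positive nodules and 0 in CK-19-negative nodules. Rrm2, a subunit of ribonucleotide reductase, was 14.0-fold higher in EPFs (2822 ± 771 against 202 ± 57.5, SD, n = 5 each), and Cdk1, the mitotic kinase, 7.76-fold higher. Of 30 cytochrome P450 genes, 18 fell in EPFs, 15 in CK-19-positive nodules and 2 in CK-19-negative nodules, while 1 rose in each. That one was Cyp2c12, which is female-specific in the rat (4.00, 4.06 and 1.10 on the log2 scale in the 3 lesions). Its call in CK-19-negative nodules was lost with chip as a fixed block (adjusted p = 0.2326 from limma) and without any 1 of 6 arrays, such as CK-19-negative nodule 2 (0.79).

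In limma's test, Rrm2 had a log2 fold change of 3.81 (SE 0.17, adjusted p = 9.316e-14) and Cdk1 a log2 fold change of 2.96 (SE 0.18, adjusted p = 7.522e-12) in EPFs. The cell cycle list had a median log2 fold change of 1.46 in EPFs (1.41 with dim members at their bound), 0.43 in CK-19-positive and 0.09 in CK-19-negative nodules (camera, adjusted p = 2.513e-15, 0.00386 and 0.208). The camera values became adjusted p = 0.1443, 0.5342 and 0.7917 with an estimated correlation in the same order. In CK-19-negative nodules limma called none of the list, and 2 were higher and 0 lower at an unadjusted p under 0.05 with no fold threshold. Between EPFs and CK-19-negative nodules, 23 of the list differed directly, all higher in EPFs. Ccnb2, cyclin B2, rose in CK-19-positive nodules as well (1.49, adjusted p = 4.922e-06 from limma). Among the other 3 that rose there, the calls of cyclin D1 (Ccnd1) and the tubulin Tubb5 were lost with chip as a block (0.55 and 0.84), and that of Stmn1, a regulator of microtubules, with signals under 300 raised to 300 (0.99), chosen after the values were seen.

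The P450 list had medians of -1.14, -1.0 and -0.09 in EPFs (-1.09 with dim members at their bound), CK-19-positive and CK-19-negative nodules (camera, adjusted p = 2.475e-07, 9.35e-09 and 0.07649, or adjusted p = 0.1998, 0.1506 and 0.6145 with an estimated correlation). Cyp3a9 had log2 fold changes of -2.80, -3.52 and -1.76. Cyp1a2, the enzyme that activates aromatic amines, had -1.48 in EPFs and -3.17 in CK-19-positive nodules. Of 22 sex-dimorphic and growth hormone dependent genes, 16 fell and 2 rose in EPFs, 17 fell and 1 rose in CK-19-positive nodules, and 5 fell and 3 rose in CK-19-negative nodules. Their medians were -2.30, -1.76 and -0.40 (camera, adjusted p = 4.687e-08, 3.358e-09 and 0.004455; adjusted p = 0.1443, 0.1436 and 0.3787 with an estimated correlation). The sulfotransferase Sult1c3, higher in males, fell in EPFs (-3.75) and in CK-19-positive nodules (-2.29). Of 18 genes of bile acid synthesis and transport, 9 fell in EPFs, 10 in CK-19-positive nodules and 0 in CK-19-negative nodules. Slc27a5, which activates bile acids for conjugation, fell in EPFs (-2.46) and CK-19-positive nodules (-2.97), as did Baat, which conjugates them (-2.42 and -1.44). The sterol transporter Abcg5 rose in each lesion (1.13, 1.48 and 1.66). The list's medians were -0.88, -1.26 and -0.24 (camera, adjusted p = 7.807e-06, 2.505e-05 and 0.01987; adjusted p = 0.137, 0.1443 and 0.3488 with an estimated correlation). Of 33 ribosomal protein genes, 9 rose in EPFs, with Rpl5 (1.86) the largest, 1 in CK-19-positive nodules (Rps3, 1.12) and 0 in CK-19-negative nodules, where 14 were higher and 0 lower at an unadjusted p under 0.05 with no fold threshold. Their medians were 0.76, 0.44 and 0.19 (camera, adjusted p = 7.04e-10, 2.505e-05 and 0.001107; adjusted p = 0.09355, 0.1588 and 0.2655 with an estimated correlation). Adjusted over the list alone, all these counts were equal.

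In CK-19-negative nodules, genes outside these lists that changed included Cryl1, a crystallin-like dehydrogenase (2.53), Irs3, an insulin receptor substrate (-2.29), and Angptl4, an inhibitor of lipoprotein lipase (-2.05). With chip as a fixed block, which leaves EPFs out, 594 genes were called in CK-19-positive and 109 in CK-19-negative nodules. Within chip 1, 586 were called in CK-19-positive nodules, and within chip 2, with a single control array assumed to vary like the others, 28 in CK-19-negative nodules (23 up, 5 down), with the calls of Angptl4 and Cyp3a9 lost. With a background level subtracted before log2, a setting chosen after seeing the data, the 3 counts were 1381, 1084 and 285.

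**Figure D2:**
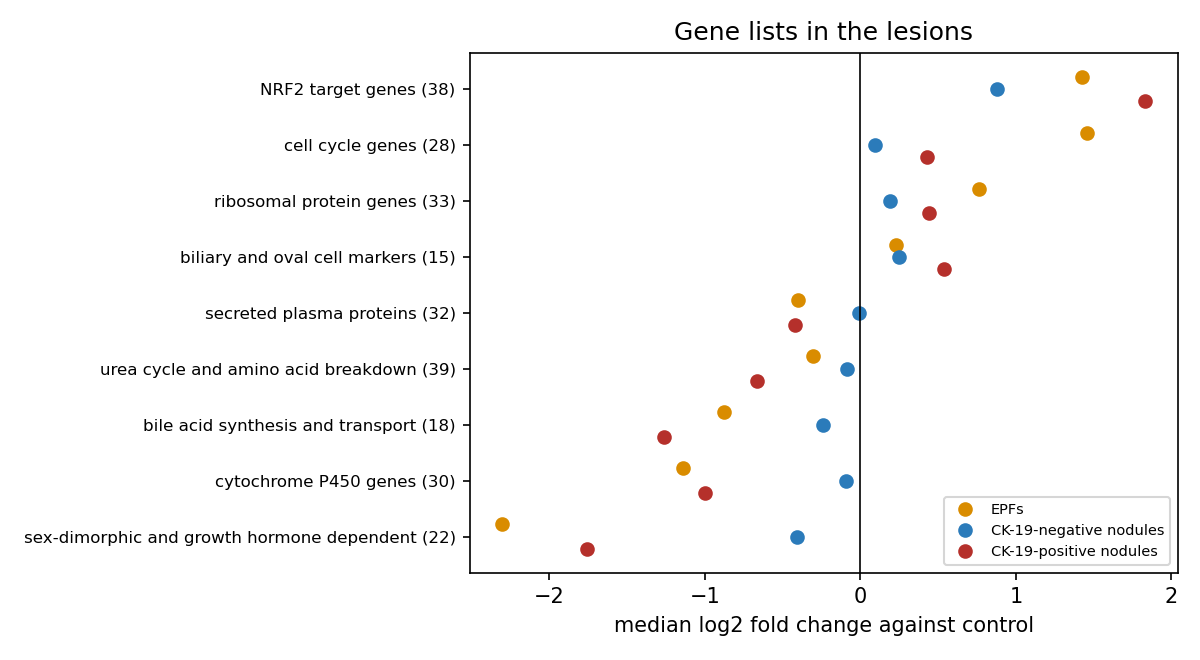
Median log2 fold change against control liver of 9 gene lists in EPFs, CK-19-positive nodules and CK-19-negative nodules, with the number of members tested in brackets; each point is the median over the members of a list, not over arrays. The cell cycle list lies at 1.46 in EPFs, 0.43 in CK-19-positive nodules and 0.09 in CK-19-negative nodules.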

Notably, while 324 genes were exclusively altered in EPFs and 183 in CK-19-positive preneoplastic nodules, 246 dysregulated genes were shared between EPFs and CK-19-positive nodules; only 5 genes were uniquely modified in EPFs and CK-19-negative nodules. These data suggest that EPFs are very likely to evolve directly to CK-19-positive preneoplastic lesions, while CK-19-negative nodules - whose expression profile is close to normal liver - are probably lesions transitioning towards a fully differentiated phenotype.

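Here 400 genes were called in EPFs alone, 236 in CK-19-positive nodules alone and 259 in both of these but not in CK-19-negative nodules. EPFs and CK-19-negative nodules shared 5 genes that were not called in CK-19-positive nodules, and 93 genes were called in all 3 lesions. The genes called in EPFs alone included Scd, the stearoyl-CoA desaturase (-2.69 on the log2 scale in EPFs and -0.15 in CK-19-positive nodules), and Thrsp, a regulator of lipogenesis (-2.62 and -0.79). Those called in CK-19-positive nodules alone included the aldo-keto reductase Akr1c19 (3.33, against 0.23 in EPFs) and Pla2g7, a secreted phospholipase (2.94 against 0.44). Slc25a4, the mitochondrial ADP/ATP carrier, rose in EPFs (4.12) and CK-19-positive nodules (3.23), and Pklr, the liver pyruvate kinase, fell in both (-3.32 and -1.44). Of the 5 genes shared by EPFs and CK-19-negative nodules, the sulfotransferase Sult2a6 had values of 3.29 and 1.82, the second a call that was lost within chip 2 (adjusted p = 0.06058 from limma).

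A gene called in one lesion and not in another is not thereby different between them. In limma's direct contrast, 140 of the 405 genes called in EPFs and not in CK-19-positive nodules differed between these lesions, and 94 of the 249 called in CK-19-positive nodules and not in EPFs. Between EPFs and CK-19-negative nodules, 412 of 659 genes called in EPFs alone of the pair differed directly, and between the nodule groups 218 of 495 called in CK-19-positive nodules alone. EPFs and CK-19-positive nodules shared 350 genes with the same direction (149 up, 201 down), 46.2% of the EPF genes and 58.2% of the genes of CK-19-positive nodules. Independent lists would share 18.9 up and 18.4 down. The growth factor binding protein Igfbp3 was 1 of 2 genes called with opposite directions, down in EPFs (-1.76) and up in CK-19-positive nodules (1.80). CK-19-negative nodules shared 97 genes with EPFs (60 up, 37 down, against 4.95 and 2.46 for independent lists) and 106 with CK-19-positive nodules (68 up, 38 down, against 3.91 and 1.96). These are 81.5% and 89.1% of the genes of CK-19-negative nodules. All these comparisons use the same 5 controls, and part of the overlap may come from them. With no array shared, in a test chosen after the values were seen, 318 of the EPF genes were called in the same direction in EPFs against controls 3 to 5 and in CK-19-positive nodules against controls 1 and 2 of their chip, where independent lists would share 33.6. With a background level subtracted, chosen after seeing the data, EPFs and CK-19-positive nodules shared 639 genes.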

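Across the 6102 genes tested, the log2 fold changes of EPFs and of CK-19-positive nodules correlated at r = 0.716 (Spearman's rho 0.626). Those of EPFs and CK-19-negative nodules correlated at r = 0.558 (rho 0.417), and those of the 2 nodule groups at r = 0.784 (rho 0.716). Compared directly, 8 of 18 genes of bile acid synthesis and transport were lower in EPFs than in CK-19-negative nodules, 8 were lower in CK-19-positive than in CK-19-negative nodules, and between EPFs and CK-19-positive nodules 2 were lower and 1 was higher in EPFs. The medians of these 3 contrasts were -0.69, -0.72 and -0.20 (camera, adjusted p = 6.99e-05, 1.568e-06 and 0.4341; adjusted p = 0.1443, 0.1267 and 0.7527 with an estimated correlation). Of 32 secreted plasma proteins, 9, 6 and 4 were lower in the same 3 contrasts and none was higher, with medians of -0.34, -0.35 and -0.14 (adjusted p = 8.891e-05, 7.569e-05 and 0.09203; adjusted p = 0.1506, 0.1506 and 0.5131 with an estimated correlation). Baat, which conjugates bile acids, had -2.23 for EPFs and -1.25 for CK-19-positive nodules against CK-19-negative nodules. The bile acid and plasma protein lists were picked from all lists after their values were seen. Between the nodule groups, medians were 0.61 for macrophage and Kupffer cell markers, 0.44 for extracellular matrix and stellate cell markers and -0.09 for endothelial markers. Whether the share of hepatocytes differed was not tested.

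Genes are not independent replicates, and no p-value is attached to these correlations. The shared controls alone gave r = 0.50 in simulations of unchanged groups. With one comparison made against 2 controls and the other against the other 3, the median r over 20 splits was 0.677 for EPFs and CK-19-positive nodules (0.630 to 0.708), 0.488 for EPFs and CK-19-negative nodules (0.416 to 0.545) and 0.695 for the nodule groups (0.606 to 0.753). The covariance of the log2 fold changes was 0.374, 0.152 and 0.198 for these pairs, against a simulated 0.00964, so that the differences, which estimate the shared effect, were 0.365, 0.142 and 0.188. From the 2 clusters and the numbers of shared and exclusive genes, the paper proposes that EPFs evolve directly into CK-19-positive lesions. From the profile of CK-19-negative nodules, close to that of normal liver, it proposes that these are moving towards a differentiated phenotype.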

**Figure 4:**
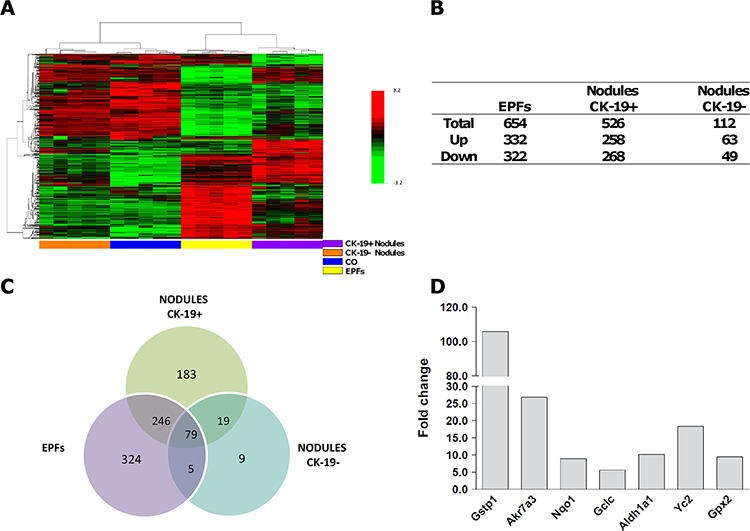
mRNA profile of EPFs, CK-19-positive and CK-19-negative nodules **A.** Hierarchical clustering of 1310 genes in normal liver (CO), EPFs and CK-19-positive and CK-19-negative nodules. Each row represents the expression profile of a gene. Columns represent a single sample for CK-19-positive and negative nodules and controls, and a pool of 10–15 EPFs. Controls and nodules are indicated by colored bars. Only mRNAs whose expression was dysregulated more than 2-fold were considered. Red and green colors represent higher or lower expression levels of the mRNA (median-centered), respectively. **B.** Number of differentially expressed mRNAs in EPFs, CK-19-positive and CK-19-negative nodules compared to age-matched controls, defined by *P* < 0.05 (BH-corrected). RNA was extracted from laser-microdissected early preneoplastic foci (EPFs) occurring 7 days after PH and CK-19-positive and CK-19-negative nodules generated 7 weeks after surgery. **C.** Venn diagrams illustrating overlapping subsets of significantly dysregulated genes in EPFs, CK-19-positive and CK-19-negative preneoplastic nodules. **D.** Microarray analysis of mRNA levels of Nrf 2-target genes in CK-19-negative EPFs developed 7 days after surgery. Values are expressed as fold increase compared to livers from age-matched controls.

Among the differentially expressed genes, 16/20 of the most up-regulated (fold change versus controls >5) (Table 1) and 16/42 of the most down-regulated (fold change versus controls <5) genes in EPFs were the most dysregulated in CK-19-positive nodules as well (Table 2). 

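In EPFs 35 genes were up-regulated and 54 down-regulated over 5-fold against control liver. Of these, 21 (60%) of the up-regulated and 20 (37.0%) of the down-regulated genes also changed over 5-fold in the same direction in CK-19-positive nodules. The share among the up-regulated genes was lower than the paper's, and was taken over more genes, without the study's filter. Among the most up-regulated, Abcb1b, a multidrug efflux pump, was 49.6-fold higher in EPFs and 27.8-fold higher in CK-19-positive nodules. Akr7a3, an aldo-keto reductase that detoxifies aflatoxin aldehydes, was 29.0-fold and 31.3-fold higher, and Gpx2, a glutathione peroxidase, 17.0-fold and 22.0-fold. Among the most down-regulated, the male-specific Cyp2c11 was at least 165-fold lower in EPFs and 14.2-fold lower in CK-19-positive nodules, and the urinary protein gene Mup4l3 at least 132-fold and 24.7-fold lower.

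Abcb1b had a signal of 199 ± 49.1 in control liver and 9764 ± 1894 in EPFs (SD, n = 5 each; adjusted p = 7.513e-11 from limma). Akr7a3 went from 660.2 ± 169.7 to 18768 ± 2332 (adjusted p = 3.906e-16) and Gpx2 from 199 ± 42.9 to 3348 ± 343 (adjusted p = 1.646e-14). Control signals of Abcb1b and Gpx2 lay near background, so their folds depend on its treatment. With signals under 300 raised to 300, chosen after the values were seen, Abcb1b was 32.1-fold higher in EPFs and 18.0-fold in CK-19-positive nodules. Gpx2 was then 11.1-fold and 14.4-fold higher. Gsta3, a glutathione S-transferase of the alpha class, was not above background in control liver and was at least 28.4-fold higher in EPFs and at least 19.9-fold higher in CK-19-positive nodules. Cyp2c11 fell from 33452 ± 6596 to 164 ± 16.4 in EPFs (adjusted p = 2.872e-13), where it was not above background. Stac3, an adaptor protein, was at least 46.8-fold lower in EPFs and 11.9-fold lower in CK-19-positive nodules, and Ppp1r3b, a glycogen-targeting subunit of protein phosphatase, 12.1-fold and 4.27-fold. With a background level subtracted before log2, chosen after seeing the data, the share among the up-regulated genes was 37.4%. This was the lowest share under any setting, and the highest was 72.4%. Leaving out each array in turn gave shares of 57.9% to 62.2%.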

Among the up-regulated genes in both EPFs and CK-19-positive nodules, target genes of the Nrf 2-Keap1 pathway were the most frequent (Figure 4D) indicating that activation of this pathway plays a critical role in the clonal expansion of initiated cells and their progression to malignancy. 

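Of 38 NRF2 target genes tested, 23 rose in EPFs and 26 in CK-19-positive nodules. NRF2 is a transcription factor that Keap1 holds back until oxidants or electrophiles release it. Nqo1, a quinone reductase, was 9.45-fold higher in EPFs and 17.7-fold higher in CK-19-positive nodules. Gclc and Gclm, the subunits of the enzyme that limits glutathione synthesis, were 5.95-fold and 3.36-fold higher in EPFs and 13.5-fold and 6.91-fold higher in CK-19-positive nodules. Aldh1a1, an aldehyde dehydrogenase, rose 8.99-fold and 15.2-fold, and the efflux pump Abcc3 11.4-fold and 21.1-fold.

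Nqo1 had a log2 fold change of 3.24 (SE 0.17, adjusted p = 1.85e-12) in EPFs by limma and 4.15 (SE 0.17, adjusted p = 2.651e-14) in CK-19-positive nodules. For Gclc the values were 2.57 (SE 0.23, adjusted p = 4.156e-09) and 3.76 (SE 0.23, adjusted p = 1.822e-11). The epoxide hydrolase Ephx1 had log2 fold changes of 2.21 and 2.44, the prostaglandin reductase Ptgr1 2.41 and 3.58, and the glucuronosyltransferase Ugt1a6 3.06 and 3.26. In EPFs 1 member fell, catalase (Cat, -1.65, chosen after its values were seen), and 14 did not pass both the adjusted p and the 2-fold threshold. In CK-19-positive nodules none fell and 12 did not pass both. Adjusted over the list alone these counts were equal. At an unadjusted p under 0.05 from limma with no fold threshold, 30 members were higher and 1 lower in EPFs. The numbers were 34 and 0 in CK-19-positive nodules. The list's median log2 fold change was 1.43 in EPFs (camera, adjusted p = 7.337e-13; adjusted p = 0.09355 with an estimated correlation) and 1.83 in CK-19-positive nodules (adjusted p = 9.908e-24; adjusted p = 0.01886 with an estimated correlation). Part of the list comes from the study's own tables of these samples, so it is not independent evidence of its direction, and the number in CK-19-positive nodules was also 26 with chip as a block and within chip 1.

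**Figure D3:**
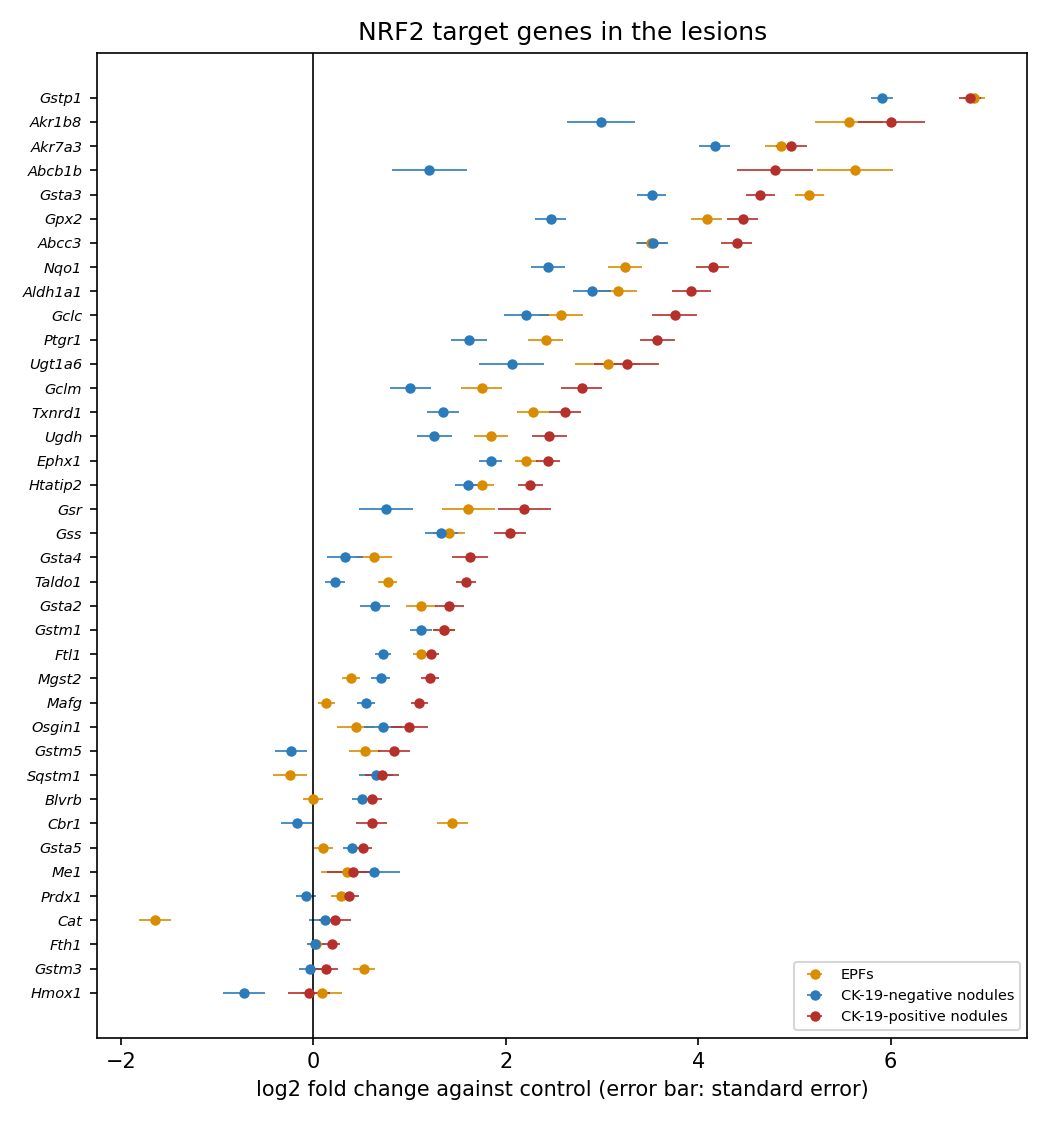
Log2 fold change against control liver of each of the 38 NRF2 target genes in EPFs, CK-19-positive nodules and CK-19-negative nodules, with bars of 1 standard error from limma (5 arrays per group). Measured values are drawn also for genes not above background in control liver. Nqo1 lies at 3.24 in EPFs and 4.15 in CK-19-positive nodules.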

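In CK-19-negative nodules 19 of the 38 NRF2 target genes rose, none fell and 19 did not pass both the adjusted p and the 2-fold threshold. At an unadjusted p under 0.05 from limma with no fold threshold, 30 were higher and 1 lower. Akr7a3 was 18.1-fold, Abcc3 11.5-fold, Aldh1a1 7.44-fold and Nqo1 5.42-fold higher than in control liver. Tested directly, 16 of the list were higher in CK-19-positive than in CK-19-negative nodules and none was lower. Gclm was 3.43-fold, Nqo1 3.27-fold and Gclc 2.91-fold higher in CK-19-positive nodules. Between EPFs and CK-19-negative nodules, 5 of the genes were higher in EPFs and 1 was lower. The paper's counts of NRF2 genes come from a pathway database whose members are not given. The list used here is another one, so its counts cannot be set beside the paper's, also where a number is the same.

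Nqo1 had a log2 fold change of 2.44 (SE 0.17, adjusted p = 9.967e-10 by limma) in CK-19-negative nodules against control and of 1.71 (SE 0.17, adjusted p = 2.4e-07) between the nodule groups. Gclm had 1.78 (SE 0.22, adjusted p = 2.031e-06) between the nodule groups. The efflux pump Abcb1b was 12.1-fold and the aldo-keto reductase Akr1b8 8.1-fold higher in CK-19-positive nodules. The median log2 fold change of the list was 0.88 in CK-19-negative nodules against control (camera, adjusted p = 7.2e-28; adjusted p = 0.01605 with an estimated correlation). It was 0.79 for CK-19-positive against CK-19-negative nodules (adjusted p = 1.384e-16; adjusted p = 0.06485 with an estimated correlation) and 0.44 for EPFs against CK-19-negative nodules (adjusted p = 0.003938; adjusted p = 0.3686 with an estimated correlation). Counts adjusted over the list alone were equal. Over all genes tested, 292 differed between the nodule groups (146 higher and 146 lower in CK-19-positive nodules), 260 with chip as a fixed block and 242 within chip 1 against its only CK-19-negative nodule. With a background level subtracted, chosen after seeing the data, the number was 565. As a fixed block, chip left 18 NRF2 target genes called in CK-19-negative nodules, and within chip 2, against 1 control array, 10 were called, with the call of Gclc lost. Some arrays may share a rat, which would make these p-values too small.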

Remarkably, analysis of transcription factor-dependent pathways revealed that, when compared to EPFs and CK-19-positive nodules, CK-19-negative lesions showed a significant decrease of Nrf 2-pathway activation (51 and 48 dysregulated genes vs. 19 respectively) (Supp. Figure 4), suggesting that sustained activation of this pathway is linked to cancer development.

**Table 1:** Most up-regulated genes (>5)

Gene symbol	FC EPFs/ctr	Gene symbol	FC CK-19+/ctr
**Gstp1**	105.82	**Gstp1**	102.24
**Abcb1**	29.70	**Gstp2**	41.96
**Akr7a3**	26.79	**Akr1b8**	35.36
**Gstp2**	26.37	Defb1	34.28
**Akr1b8**	25.67	**Akr7a3**	29.13
**Yc2**	18.32	**Ca2**	26.91
**Slc25a4**	15.48	**Aldh1a1**	18.13
**Cyp2c40**	12.35	**Nqo1**	17.41
**Aldh1a1**	10.25	**Abcb1**	16.26
**Gpx2**	9.52	Pcp4	15.45
**Ca2**	9.27	**Gclc**	13.63
Smp2a	9.26	**Cyp2c40**	12.86
**Nqo1**	9.01	Nefl	12.82
**Abcc3**	6.91	**Abcc3**	12.79
A2m	5.96	**Yc2**	12.79
**Gclc**	5.64	**Ltb4dh**	12.76
**Ltb4dh**	5.41	**Gpx2**	12.36
Mt1a	5.33	Krt1–19	9.93
**Ephx1**	5.20	Maf	8.96
Atp6v1d	5.12	**Slc25a4**	8.15
		Ddit4l	7.62
		Gclm	6.83
		Cd24	6.79
		Tubb6	6.70
		S100a11	6.58
		Cryl1	6.28
		Slc17a3	6.15
		**Ephx1**	6.15
		Slc20a1	6.15
		Ctse	6.05
		Anxa2	6.00
		Bzrp	5.71
		Igfbp1	5.56
		Ugdh	5.45
		Ugt1a6	5.39
		Tacstd1	5.12

Genes in bold are up-regulated in EPFs and in CK-19+ nodules as well. Gene expression is reported as fold-change relative to age-matched controls.

**Table 2:** Most down-regulated genes (<−5)

Gene symbol	FC EPFs/ctr	Gene symbol	FC CK-19+/ctr
**G6pc**	−5.10	Cyp4a14	−4.91
Amacr	−5.13	Akr1c21	−5.66
Baat	−5.16	G0s2	−6.18
**Ust5r**	−5.22	Cyp8b1	−6.20
Cyp2b15	−5.31	**Ust5r**	−6.55
Pgcp	−5.46	**Ste2**	−6.60
Sez6	−5.51	**Cyp2c7**	−6.62
**Cyp2c7**	−5.57	**G6pc**	−6.95
Ndrg2	−5.60	Cyp2c37	−7.08
Dio1	−5.72	**Aox3**	−7.09
**Slc27a5**	−5.73	**Hao2**	−7.39
**Avpr1a**	−5.76	**Avpr1a**	−7.40
**Oat**	−5.84	Cyp3a11	−7.57
Slco1b2	−5.89	Cyp1a2	−7.59
Rnase4	−5.91	**Oat**	−7.99
Thrsp	−6.34	**Slc27a5**	−8.09
Hba-a1	−6.36	**Olr59**	−8.42
Gnmt	−6.54	**Fabp7**	−8.42
Hbb	−6.59	**Ca3**	−8.52
**Cyp3a13**	−6.84	Cyp3a3	−9.02
Pklr	−7.06	**Cyp3a13**	−9.96
Mup5	−7.10	Cdh17	−10.20
Scd1	−7.30	Cyp3a1	−11.57
Serpina3m	−7.46	**Dhrs7**	−14.86
Ang1	−7.48	**Cyp2c**	−15.48
Mug2	−7.67	**Obp3**	−41.11
**Olr59**	−7.77		
**Fabp7**	−7.87		
**Aox3**	−7.89		
Serpina4	−7.96		
Ces3	−8.77		
Sult1c1	−9.18		
Ppp1r3b	−9.52		
**Ste2**	−9.56		
Spin2b	−9.90		
**Hao2**	−10.87		
Apoa2	−11.14		
Mup4	−18.26		
**Ca3**	−20.20		
**Dhrs7**	−30.23		
**Obp3**	−62.76		
**Cyp2c**	−115.98		

Genes in bold are down-regulated in EPFs and in CK-19+ nodules as well. Gene expression is reported as fold-change relative to age-matched controls.

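Of the 9 genes that the study lists as up-regulated in advanced HCC and that could be matched here without ambiguity, all 9 rose in EPFs against control liver, among them Car2, a carbonic anhydrase (13.4-fold), Pcp4, a calmodulin-binding protein (2.71-fold), and Krt19. Of those listed as down-regulated, all 13 that could be matched fell, among them the aldehyde oxidase Aox3 (at least 11.2-fold), the vasopressin receptor Avpr1a (8.28-fold), the organic anion transporter Ust5r (5.74-fold) and Gnmt, a glycine methyltransferase (5.96-fold). These changes were not particular to EPFs: all 9 and all 13 were also called in the same direction in CK-19-positive nodules, and 8 (all but Krt19) and 9 of them in CK-19-negative nodules.

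By limma, Car2 had a log2 fold change of 3.74 (SE 0.29, adjusted p = 3.16e-10) and Gnmt a log2 fold change of -2.58 (SE 0.22, adjusted p = 2.114e-09) in EPFs. The olfactory receptor gene Olr59 (-3.29 on the log2 scale), the progesterone-metabolising Akr1c3 (-2.18) and the cadherin Cdh17 (-1.65) fell. The listed symbol Cyp3a3 could stand for more than 1 gene, and the gene it was paired with here, Cyp3a23-3a1, had a log2 fold change of -0.93 in EPFs that did not pass the 2-fold threshold (adjusted p = 0.006998 from limma), and passed it without control 4 (-1.10). HCC samples are not analysed here. Pcp4 and Krt19 lay near background in control liver, and both calls were lost with signals under 300 raised to 300 (0.77 for Pcp4), a setting chosen after the values were seen.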

Notably, microarray analysis showed that the most dysregulated genes in EPFs matched with those previously identified in advanced HCC (Supp. Table 1 and Ref. 30). 

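On the arrays, the aldo-keto reductase Akr1b8 was not above background in control liver (164 ± 16.5) and had a signal of 7841 ± 1389 in EPFs (SD, n = 5 each), at least 38.8-fold higher. Defb1, a defensin, had 139.7 ± 12.0 in control liver, again not above background, and 1202 ± 331 in EPFs, at least 5.83-fold higher. The carbonic anhydrase Car3 fell 18.8-fold, from 34814 ± 2438 to 2011 ± 911. Dhrs7l1, a dehydrogenase, fell at least 42.0-fold, from 8556 ± 1670.3 to 173 ± 7.59, which is not above background. Hao2, a hydroxyacid oxidase, fell 11.8-fold, from 6062 ± 1573 to 510.1 ± 102. The adjusted p from limma was 1.644e-11 for Akr1b8, 8.545e-07 for Defb1, 5.248e-08 for Car3, 7.522e-12 for Dhrs7l1 and 1.412e-11 for Hao2.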

Quantitative RT-PCR validation performed on the three most up-regulated and the three most down-regulated genes in EPFs and HCCs confirmed microarray expression data (Supp. Figure 5). These results further support the notion that the major expression changes observed in HCC occur in the very first stages of the tumorigenic process.

**Figure 5:**
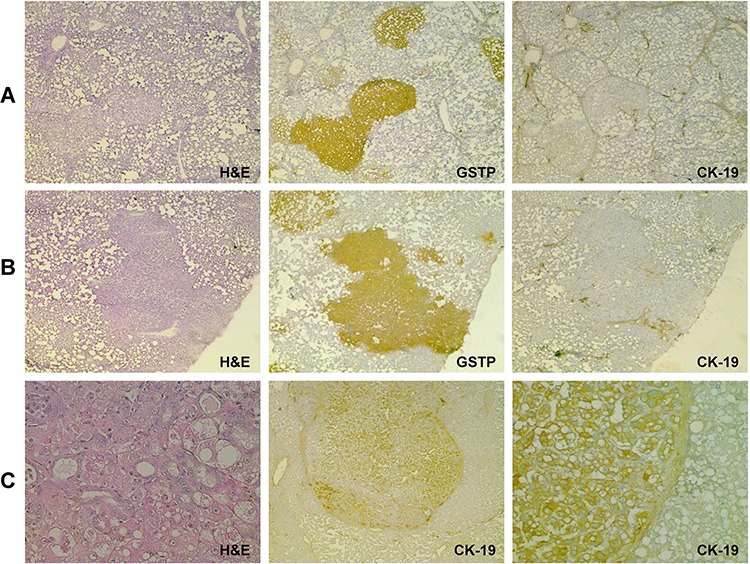
CK-19 positivity is a late event in the tumorigenic process induced by the CMD protocol of hepatocarcinogenesis Photomicrographs showing absence of CK-19 staining in: **A.** EPFs and **B.** preneoplastic nodules, occurring 10 week and 4 months after DENA treatment and strongly positive for GSTP. **C.** H&E (left) Photomicrograph of a typical HCC developed 13 months after initiation (H&E, X20, left) showing a large number of CK-19-positive cells (middle, X10); larger view of the same HCC (right, X20).

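Compared directly, EPFs and CK-19-positive nodules differed in 376 genes, 167 higher and 209 lower in EPFs. Of 28 cell cycle genes, 16 were higher in EPFs and none was lower, with Rrm2 9.12-fold and Cdk1 4.6-fold higher. A2m, the protease inhibitor alpha-2-macroglobulin, was 11.4-fold higher in EPFs, and the acyl-CoA thioesterase Acot1, not above background in CK-19-positive nodules, at least 6.99-fold. Higher in CK-19-positive nodules were the carboxylesterase Ces1d (16.6-fold), Igfbp3 (11.8-fold), Pcp4 (10.1-fold), the protease cathepsin E (Ctse, 8.62-fold) and Krt19 (6.59-fold).

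In limma's test, Rrm2 had a log2 fold change of 3.19 (SE 0.17, adjusted p = 8.628e-12), Ces1d a log2 fold change of -4.05 (SE 0.25, adjusted p = 1.079e-10) and Krt19 a log2 fold change of -2.72 (SE 0.38, adjusted p = 5.894e-06) for EPFs against CK-19-positive nodules. The cell cycle list had a median of 1.07, or 1.01 with dim members at their bound (camera, adjusted p = 2.287e-15; adjusted p = 0.1443 with an estimated correlation). Of 39 genes of the urea cycle and amino acid breakdown, 11 were higher in EPFs and none was lower, such as the transaminase Got1 (2.49), with a median of 0.41 (adjusted p = 0.01909; adjusted p = 0.5342 with an estimated correlation). Of the NRF2 target genes, 0 were higher and 4 lower in EPFs: Gclc (-1.18, a call lost without EPF pool 2, -0.98), Gclm (-1.04, a call lost without EPF pool 2 or either CK-19-positive nodule 1 or 2, -0.87 to -0.98, and with chip as a random block, -0.99), Ptgr1 (-1.16) and Cat (-1.87, chosen after its values were seen). The list's median was -0.42 (adjusted p = 0.0004692; adjusted p = 0.2746 with an estimated correlation). Counts adjusted over the lists alone were equal. The lesions were taken at different times after PH and after 2-AAF feeding and hybridised on different chips, and some arrays of a group may share a rat. With a background level subtracted, chosen after seeing the data, 926 genes differed.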

In conclusion, the results demonstrate that the expression profile of CK-19-negative EPFs is essentially similar to that of CK-19-positive nodules developed 6 weeks later, and that activation of the Nrf 2/Keap1 pathway might dictate the fate of EPFs (persistency and progression vs. remodeling). They thus suggest that CK-19-positive hepatocytes do not originate from liver progenitor cells, but are the result of a reprogramming of mature, although altered, hepatocytes.

### Expression of CK-19 is acquired late in the carcinogenic process also in the CMD protocol

To investigate whether the lack of CK-19 expression in early stages of HCC development is unique to the R-H model of hepatocarcinogenesis, we studied a different rat model, consisting of a choline-devoid methionine-deficient diet [33] (Supp. Figure 1B), and characterized by extensive fatty liver. IHC analysis showed that in this model early foci appearing 10 weeks after initiation, as well as preneoplastic lesions detected 4 months after DENA, were also completely negative for CK-19 (Figure 5A, 5B). However, a diffuse CK-19 positivity was detected in 8/8 HCCs arising after 13 months of CMD diet feeding (Figure 5C). These results further support the concept that CK-19-positive hepatocytes are the consequence of a reprogramming of mature, although altered, hepatocytes.

## DISCUSSION

In this work we addressed the question of the origin of HCC cells in the context of the rat R-H and CMD models of hepatocarcinogenesis. The R-H model is characterized by the proliferation of oval cells soon after PH in the presence of the cytostatic environment generated by 2-AAF [27]. An increased number of oval cells, positive for CK-19 and other biliary markers, was observed up to 3–4 weeks after surgery [34]. For this reason, it has been hypothesized that preneoplastic cells derive from proliferating oval cells [35, 36]. Indeed, in the R-H model, most of HCCs are CK-19-positive while the majority of preneoplastic lesions are negative for this marker and are believed to undergo spontaneous regression, further suggesting that CK-19-positive lesions are the precursors of HCCs [27].

Data obtained from this as well as other rodent HCC models raised considerable discussion about the involvement of hepatic progenitor cells (oval cells in rodents) in liver carcinogenesis. Indeed, while Sell et al. [35, 36] postulated that the sequence of hepatocyte foci to nodules of increasing size and then to HCC most likely originates from bipotential oval cells, Anilkumar et al. [31] demonstrated an independent development of the ductular oval cell response and the emergence and expansion of foci in the R-H model.

Trying to shed light on this relevant topic, we decided to further dissect the R-H model, analyzing lesions occurring before the appearance of preneoplastic nodules. We thus examined foci appearing 3 days after PH. These lesions, identified by GSTP staining, consist of about 15–20 cells on average, with features typical of hepatocytes (large round nuclei and evident basophilic cytoplasm); of the over 400 early preneoplastic foci examined, none displayed CK-19 positivity, not even in single cells. However, the surrounding liver presented many CK-19-positive cells with clear oval cell phenotype. Four days later, we observed an obvious enlargement of the foci, which still remained totally negative for CK-19. When we analyzed preneoplastic lesions (2 weeks after PH), while almost all the nodules were consistently negative, we detected for the first time a limited number of lesions exhibiting CK-19 positivity (19/250; 7.6%). Also in these nodules, CK-19-positive cells maintained a typical hepatocyte phenotype. Seven weeks after PH, the liver was almost completely occupied by large nodules, a quarter of which were positive for CK-19. It is important to underline that CK-19-positive nodules, on average, contained more than 25% CK-19-positive cells. This is hardly in agreement with the hypothesis that the CK-19-positive cells might represent HCC cancer stem cells. This idea is further enforced by the observation that most of HCCs appearing 10–14 months after DENA administration are characterized by CK-19 positivity and express a high number of hepatocytes positive for this marker.

All these data suggest that the neoplastic lesions observed in the R-H model originate from CK-19-negative cells and that they acquire the expression of this marker only later, during the tumorigenic process (Figure 6). Similar data were also obtained in a different rat model consisting of feeding rats with a CMD diet, whereby lesions develop in a steato-necrotic environment caused by a choline devoid-methionine deficient diet. In fact, while HCCs are definitely CK-19-positive, no cells stained for this marker were observed at early or intermediate stages of the carcinogenic process.

**Figure 6:**
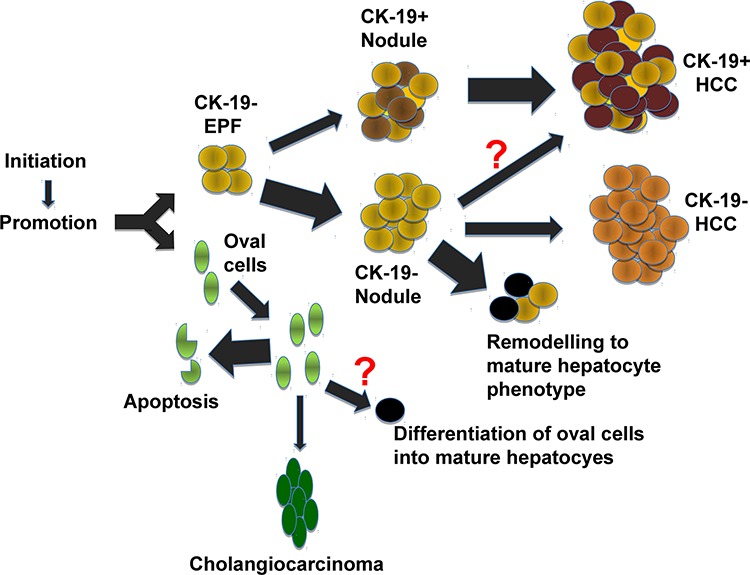
Representative scheme of the multistage tumorigenic process in the R-H model Exposure of rat liver to the R-H protocol gives rise to early preneoplastic foci (EPFs) and oval cells. While all EPFs are virtually negative for CK-19, two distinct types of nodules arise later on during the tumorigenic process: 1) CK-19-positive (a minority) and CK-19-negative (the majority) nodules. CK-19-positive nodules exhibit an expression profile very similar to that of EPFs and HCC, suggesting that they represent the precursor cell population of HCC. In contrast, most of the CK-19-negative nodules undergo remodeling and disappear. Few negative HCCs can be observed which probably originate from CK-19-negative nodules. Oval cells which actively divide during the first week post-surgery are no longer visible 3–4 weeks after PH. Occasionally, they can give rise to cholangiocarcinomas.

Altogether these data suggest that not only normal liver cells but also neoplastic hepatic cells maintain a high level of plasticity, being able to acquire/lose markers considered restricted to defined cell types. Furthermore, we believe that this is very important from a translational point of view because it implies that markers/phenotypes observed in advanced cancers do not necessarily reflect the cell of origin of the tumor; they might instead be acquired/lost due to differences in the environment or to the distress conditions often present during tumorigenesis. This can be particularly true for molecules, like cytokeratins, which are involved in the maintenance of cyto-architecture and are particularly sensitive to mechanical stress [40].

Camargo and colleagues have recently shown that adult hepatocytes have the potential to give rise to cells that molecularly and functionally resemble liver progenitors or “oval” cells [41]. The observation that a large proportion of hepatocytes can undergo dedifferentiation suggests that most hepatocytes intrinsically harbor this developmental capacity. In our work we show that not only normal adult hepatocytes are inherently plastic and might dedifferentiate into a progenitor-like cell type, but that this property is maintained also by hepatocytes “primed” toward malignancy. These findings are of particular relevance also for human pathology, as CK-19-positive HCCs, endowed with worse prognosis, are believed to derive from oval cells or CK-19-positive progenitor cells. In this context, the analysis of the expression profiles performed in this work further reinforces the idea that the R-H neoplastic lesions do not originate from oval cells. As shown in Figure 1A, in fact, expression profiles of early foci and oval cells are clearly distinct, while early foci co-cluster with control hepatocytes. It would be interesting to perform similar analyses in human livers as well, in order to verify the origin of CK-19-positive tumors directly.

Another interesting point stemming from the present work is the evolutionary landscape of progressive lesions in the R-H model. Expression profiles show that EPFs co-cluster with CK-19-positive nodules, while CK-19-negative ones are more similar to normal liver. In this frame, we can hypothesize that, upon the carcinogenic stimulus, hepatocytes undergo a profound metabolic change that is required for further progression. Indeed, in other works we have shown that the gene expression profile of CK-19-positive nodules is very similar to that of advanced HCC [29, 30]. CK-19-negative nodules, instead, undergo remodeling, as testified by a progressive loss of neoplastic markers (such as GSTP, GGT), and reacquisition of an expression pattern typical of normal hepatocytes; these phenotypic changes precede nodule disappearance [42, 43]. Notably, a similar alternative fate of hepatic dysplastic nodules has been observed in humans. Indeed, as reported by Roncalli et al., only a minority of regenerative/dysplastic nodules undergo malignancy, while 40–60% stabilize, and a few definitely disappear during patients’ follow-up [44].

Although the mechanisms responsible for the alternative fate of preneoplastic nodules are unknown, it is interesting to note that many of the genes found up-regulated in both EPFs and CK-19-positive nodules are targets of Nrf 2, a transcriptional factor that upon nuclear translocation induces the expression of genes involved in cytoprotection and proliferation [45–47]. The finding that the Nrf 2-Keap1 pathway is activated in very early and small preneoplastic foci and that its activation persists only in those nodules that are considered precursors of HCC in the R-H model [30] makes Nrf 2 an interesting and promising therapeutic target in HCC therapy and suggests its potential prognostic use for the identification of progressive lesions in human HCC development. Notably, our very recent data obtained in the R-H model showed that activation of NRF2/KEAP1 pathway, due either to down-regulation of miRNA-200a, which targets KEAP1, or to extremely frequent missense mutations of NRF2, characterizes preneoplastic nodules and persists all throughout the process up to HCC development [48]. In the same study, we also showed that following injection of NRF2-silenced HCC cells into syngeneic rats, the tumorigenic capacity of a rat HCC cell line was completely abolished.

In conclusion, our present results obtained in two different rat models of hepatocarcinogenesis demonstrate that CK-19 expression is not intrinsic to preneoplastic cells, but is acquired later in the tumorigenic process, and does not necessarily predict the cell origin of HCC. This work thus demonstrates that not only normal adult hepatocytes but also preneoplastic ones are inherently plastic and can acquire markers of more indifferentiated cells.

## MATERIALS AND METHODS

### Animals and treatment

#### R-H protocol

Male Fischer rats were obtained from Charles River, Milano, Italy. Guidelines for Care and Use of Laboratory Animals were followed during the investigation. All animal procedures were approved by the Ethical Commission of the University of Cagliari and the Italian Ministry of Health. Animals were treated with a single dose of diethylnitrosamine (DENA, 150 mg/kg, Sigma-Aldrich, Milano, Italy) and, two weeks later, were subjected to the R-H protocol, consisting of a 2-week diet supplemented with 0.02% 2-acetylaminofluorene (2-AAF) and a two/thirds partial hepatectomy (PH) [27]. Rats were sacrificed 3 or 7 days after PH or switched to basal diet all throughout the experiment and sacrificed 5 and 10 weeks after DENA administration (Supp. Figure 1A).

#### CMD protocol

Four week-old male F-344 rats (90–100grams) were given DENA (150 mg/kg) and 2 weeks later fed a choline-methionine deficient (CMD) diet [33]. Rats were sacrificed 10 weeks and 4 and 13 months after DENA administration (Supp. Figure 1B).

### Immunohistochemistry

Immediately after sacrifice, liver sections were fixed in 10% formalin or snap-frozen in liquid nitrogen and processed for hematoxylin-eosin, cresyl violet, GSTP, CK-19, and BrdU immunohistochemistry, as described [30]. We defined CK-19-positive nodules as all those lesions exhibiting a CK-19-positive area of at least 5% of the total area of the preneoplastic lesion (the criteria commonly used by pathologists). The average area occupied by CK-19-positive hepatocytes was higher than 25% of the total area of the preneoplastic nodules. We considered as CK-19-negative all those lesions which did not exhibit any CK-19-positive cells within the preneoplastic lesion, either EPFs or nodules. Immunostaining for the cleaved form of caspase 3 was performed to detect cell death, according to Eckle et al [49]. The apoptotic index is expressed as number of cleaved-caspase-3 (Cas-3) positive cells/field (20x). 30 EPFs, 12 CK-19+ nodules and 36 CK-19- nodules were scored.

#### Laser-capture Micro-dissection (LMD)

we microdissected 60 foci (1 week after PH), 10 nodules (10 weeks after initiation with DENA), and random areas from the liver of rats exposed to the R-H protocol. Oval cells, identified on morphological criteria after staining with cresyl violet and H&E, and by immunohistochemistry (CK-19, GSTP, GGT), were then microdissected from cresyl violet stained sections 1 week after PH (for details see Supp. Material).

#### mRNA expression profiling

RNA was extracted and purified from oval cells or preneoplastic foci and nodules after laser microdissection from the liver of four to five animals. For the gene expression profile, 150 ng of RNA were amplified (Illumina TotalPrep RNA Amplification Kit), labeled and hybridized on Illumina microarray (RatRef-12 V1 BeadChips, Illumina Inc., San Diego, CA, USA), including 21.791 genes (for further details and data analysis see Supporting Material). mRNAs validation was performed using specific TaqMan assays (Applied Biosystems). To identify the differentially expressed genes in each type of group towards its age-matched control we applied the Random-Variance Model and Multivariate Permutation Test. Raw microarray data have been deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70322) with Accession Number GSE70322.

### qRT-PCR analysis

RNA was retro-transcribed using the High Capacity cDNA Reverse Transcription Kit (Life Technologies). Analysis of Epcam, CK-19, Nqo1, Akr1b8, Defb1, Gstp1, Ca3, Dhrs7 and Hao2 was performed using specific TaqMan probes (Life Technologies) and GAPDH as the endogenous control.

#### Statistical analysis

One-way analysis of variance (ANOVA) and Student's *t*-test were used to analyze the data (Instat; GraphPad, San Diego, CA, USA). The results of observations are presented as the means ± SE. A value of *P* < 0.05 was regarded as a significant difference between groups.

## SUPPLEMENTARY DATA TABLE AND FIGURES

## Abbreviations

CK-19: cytokeratin-19
HCC: hepatocellular carcinoma
HPC: hepatic progenitor cell
R-H model: Resistant-Hepatocyte model
CMD: choline-methionine deficient diet
EPF: early preneoplastic foci
qRT-PCR: quantitative reverse transcriptase polymerase chain reaction
DENA: diethylnitrosamine
AAF: 2-acetylaminofluorene
PH: partial hepatectomy
GSTP: placental glutathione S-transferase
Epcam: epithelial cell adesion molecule
NQO1: NAD(P)H dehydrogenase, quinone 1
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
BrdU: 5-Bromo-2′-deoxyuridine
Cas3: cleaved Caspase 3
GGT: gamma-glutamyil transpeptidase
IHC: immunohistochemistry
GCLC: glutamate-cysteine ligase
GSTA4: glutathione S-transferase A4
IPA: ingenuity pathway analysis
KEAP1: kelch-like ECH-associated protein 1
NRF2: nuclear factor (erythroid-derived 2)-like 2
AKR1b8: aldo-keto reductase 1, member b8
DEFB1: Defensin b1
Ca3: Carbonic anhydrase 3
DHR7: dehydrogenase/reductase member 7.

# Supplementary material for: Cytokeratin-19 positivity is acquired along cancer progression and does not predict cell origin in rat hepatocarcinogenesis
**Source:** Oncotarget. 2015 Oct 3;6(36):38749–63. doi: 10.18632/oncotarget.5501
**Supplement:** Supplementary file 1

## SUPPLEMENTARY DATA

### Laser microdissection

We microdissected 60 early preneoplastic foci (EPFs) (1 week after PH), 10 nodules (10 weeks after initiation with DENA) and random areas of normal liver. Oval cells were also microdissected 1 week after PH. Sixteen- $\mu$ m-thick serial frozen sections of rat livers were attached to 2- $\mu$ m RNase free PEN-membrane slides (Leica, Wetzlar, Germany). Prior to microdissection (Leica, LMD6000), slides were stained with an H&E modified protocol [1]. RNA was extracted from microdissected preneoplastic lesions and oval cells using either the PicoPure RNA Isolation Kit (Arcturus, Mountain View, CA, USA), or MirVana (Life Technology, Milano, Italy), as previously reported (1).

### Microarray data analysis

The intensity files were loaded into the Illumina BeadStudio 3.0.19.0 software (Illumina Inc, San Diego, CA, USA) and BRB Array Tools (Version 4.4.0) for quality control and gene expression analysis. First, the quantile normalization algorithm was applied on the dataset. Only genes whose expression differed by at least 1.5 fold from the median in at least 20% of the arrays and characterized by a 50th percentile of intensities greater than 300 were retained. The FDR-adjusted *p*-values were calculated using the Benjamini-Hochberg procedure (2). According to these criteria, 1,570 expressed transcripts out of 21,791 showed reproducible up- or down-regulation in the first experiment (oval cells and early preneoplastic foci (EPFs) appearing 7 days after PH), while 1,310 expressed transcripts out of 21,791 showed reproducible up- or down-regulation between EPFs, CK-19-positive and CK-19-negative preneoplastic nodules. F-test (with random variance model) and multivariate permutation

test were used to identify genes differentially expressed. We considered genes statistically significant if their *P* value was less than 0.01 with 80% confidence level of false discovery rate assessment and 0.1 maximum allowed proportion of false-positive genes. 

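Among the 1689 probes kept by the filter on the 20 arrays, 1595 differed among control liver, EPFs and the 2 nodule groups at an unadjusted p under 0.01 in limma's moderated F-test. Among them were Akr7a3 (1.969e-18), Cyp2c11 (1.199e-14), Krt19 (9.74e-09) and Epcam (2.14e-10). The largest p among those under 0.01 was 0.009761. Leaving out 1 array at a time gave between 1469 and 1608 probes.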

Following this analysis, 1545 genes showed reproducible up- or down-regulation in oval cells and EPFs, while 1295 genes showed reproducible up- or down-regulation in EPFs, CK-19-positive and CK-19-negative nodules. The *P* value ranged from  $< 1e-07$  to 0.0081 for the comparison described in Figure 1C and from  $< 1e-07$  to  $< 0.056$  for the comparison described in Figure 4C.

### Functional analysis by means of the ingenuity IPA software

Rat standard gene symbols (RGD ids) were submitted to the Ingenuity IPA analysis pipeline. Analysis of “Transcription Factors regulators” was based on the number of genes significantly dysregulated (fold difference cut off  $\pm 2.0$ ) with corresponding biological functions and was used to identify transcription factors whose targets are enriched in our datasets.

## REFERENCES

1. Perra A, Kowalik MA, Ghiso E, Ledda-Columbano GM, Di Tommaso L, Angioni MA, Raschioni C, Testore E, Roncalli M, Giordano S, Columbano A. YAP activation is an early event and a potential therapeutic target in liver cancer development. *J Hepatol.* 2014; 61:1088–1096.
2. Benjamini Y, Hochberg Y. Controlling the false discovery rate: a practical and powerful approach to multiple testing. *Journal of the Royal Statistical Society Series B (Methodological).* 1995; 57:289–300.

**Supplementary Table S1: Most dysregulated genes in HCC and EPFs****Most up-regulated genes in rat HCC**

|               |
|---------------|
| <b>Akr1b8</b> |
| <b>Defb1</b>  |
| <b>Gstp1</b>  |
| <b>Gstp2</b>  |
| <b>Gpx2</b>   |
| <b>Ca2</b>    |
| <b>Yc2</b>    |
| <b>Nqo1</b>   |
| Ddit4l        |
| <b>Akr7a3</b> |
| Krt1-19       |
| Pcp4          |

**Most down-regulated genes in rat HCC**

|                |
|----------------|
| Cyp2c          |
| <b>Obp3</b>    |
| <b>Ca3</b>     |
| <b>Dhrs7</b>   |
| <b>Hao2</b>    |
| <b>Cdh17</b>   |
| <b>Olr59</b>   |
| <b>Avpr1a</b>  |
| <b>Sult1c1</b> |
| <b>Aox3</b>    |
| <b>Cyp3a3</b>  |
| <b>Ust5r</b>   |
| <b>Cyp2c37</b> |
| Akr1c18        |
| <b>Gnmt</b>    |

Genes in bold are dysregulated for >5 fold in EPFs as well

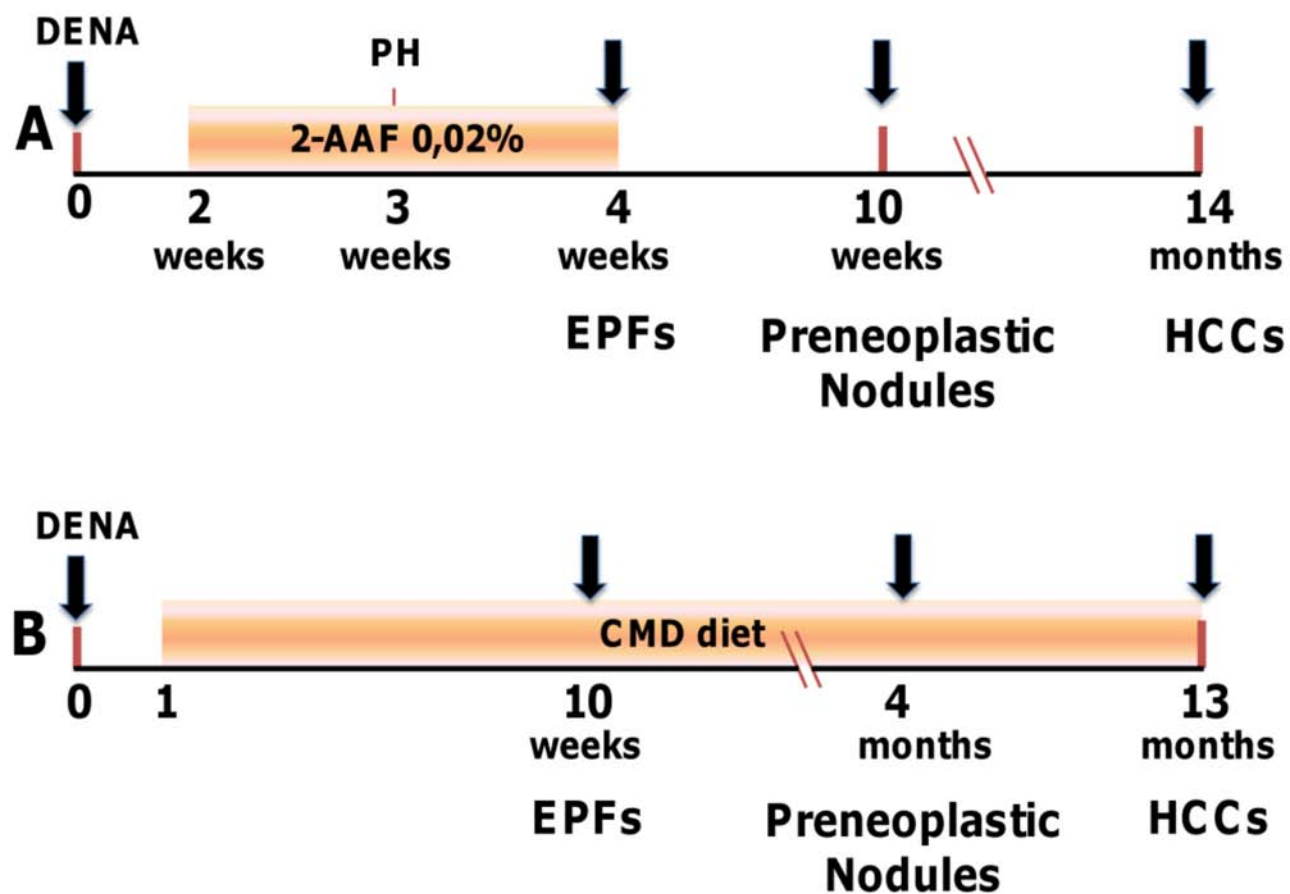

Supplementary Figure S1: Schematic representation of the experimental protocols. A. R-H model; B. CMD model.

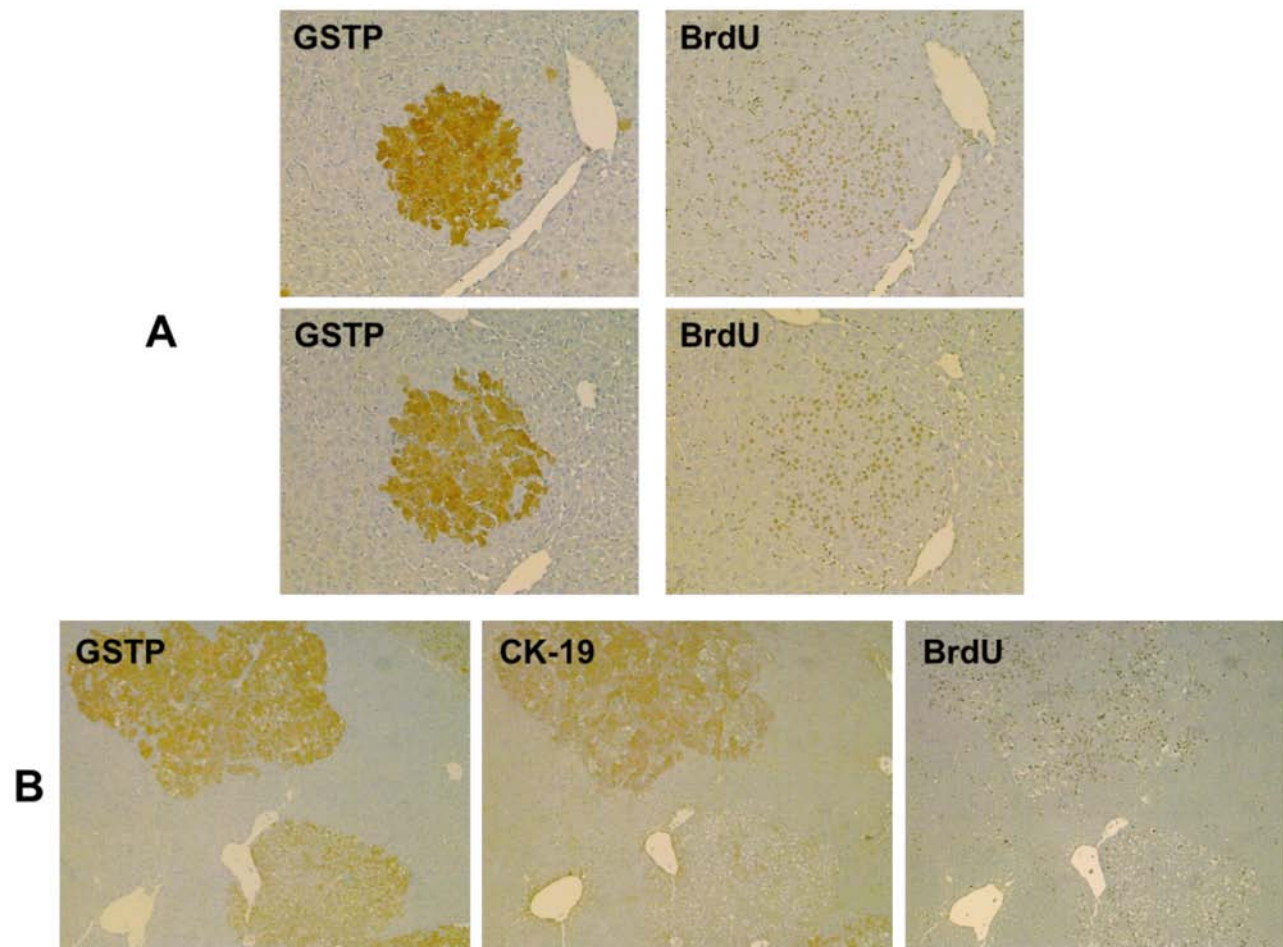

**Supplementary Figure S2: BrdU incorporation in EPFs and nodules.** **A.** Serial sections from rat livers showing two distinct GSTP+ EPFs (left) generated 4 weeks after treatment with DENA. Diffuse BrdU incorporation is present in both the EPFs (right) (x10); **B.** serial sections from rat liver showing GSTP+/CK-19+ and GSTP+/CK-19- nodules generated 10 weeks after treatment with DENA. Extensive BrdU staining is present in the CK-19+, but not in the CK-19- nodule (x4).

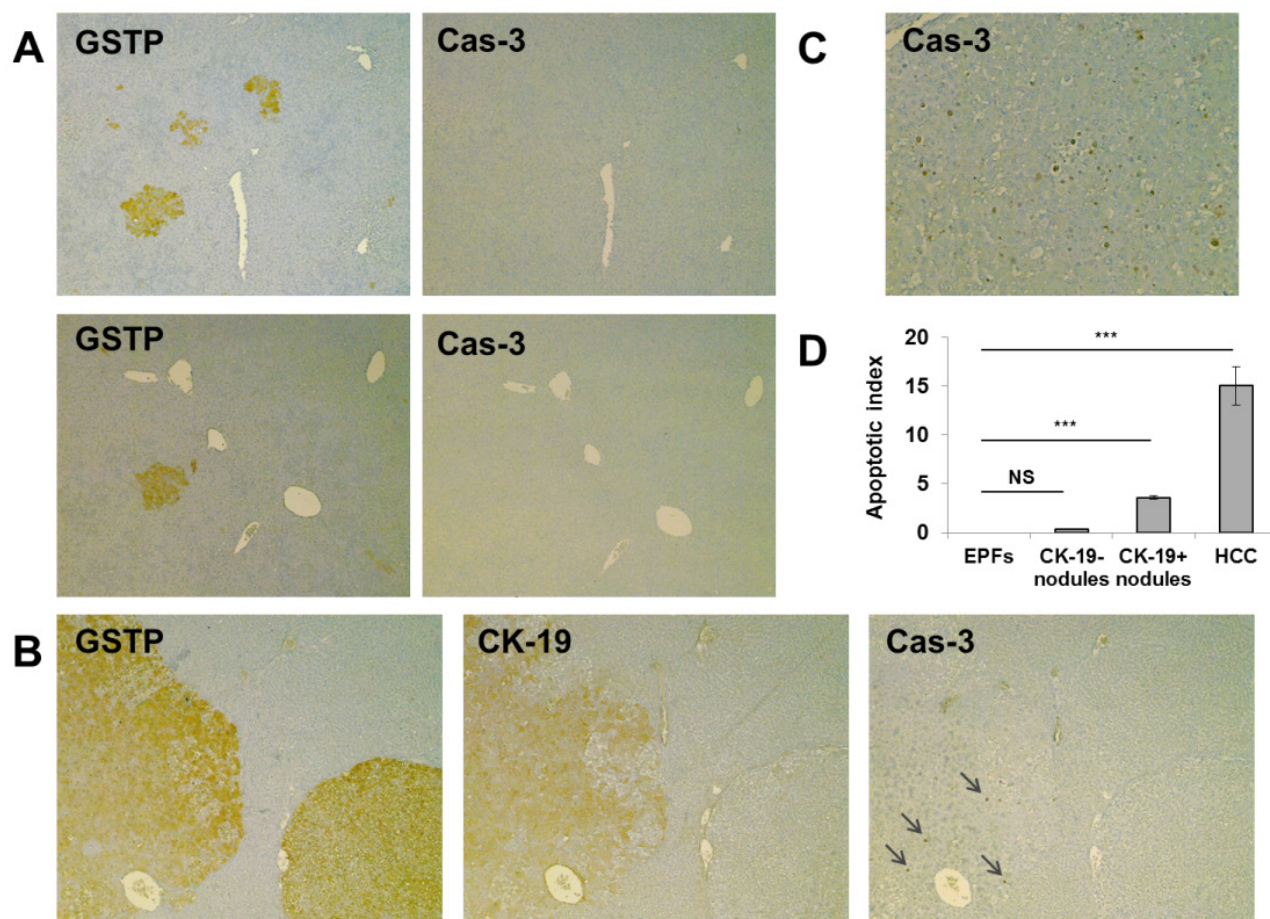

**Supplementary Figure S3: Cleaved-Caspase-3 immunostaining in EPFs and nodules.** **A.** Serial sections from rat livers showing no Cas-3 staining in GSTP+ EPFs generated 4 weeks after treatment with DENA. (x4); **B.** serial sections from rat liver showing GSTP+/CK-19+ and GSTP+/CK-19- nodules generated 10 weeks after treatment with DENA. Several Cas-3 positive cells (arrows) are present in the CK-19+, but not in the CK-19- nodule (x4); **C.** Cas-3 positive cells in a HCC developed 14 months after treatment with DENA (x10); **D.** Apoptotic index (AI). AI is expressed as number of Cas-3-positive cells/field. From 10 to 30 fields were examined. Results are expressed as Mean  $\pm$  SE. \*\*\* $P < 0.001$ .

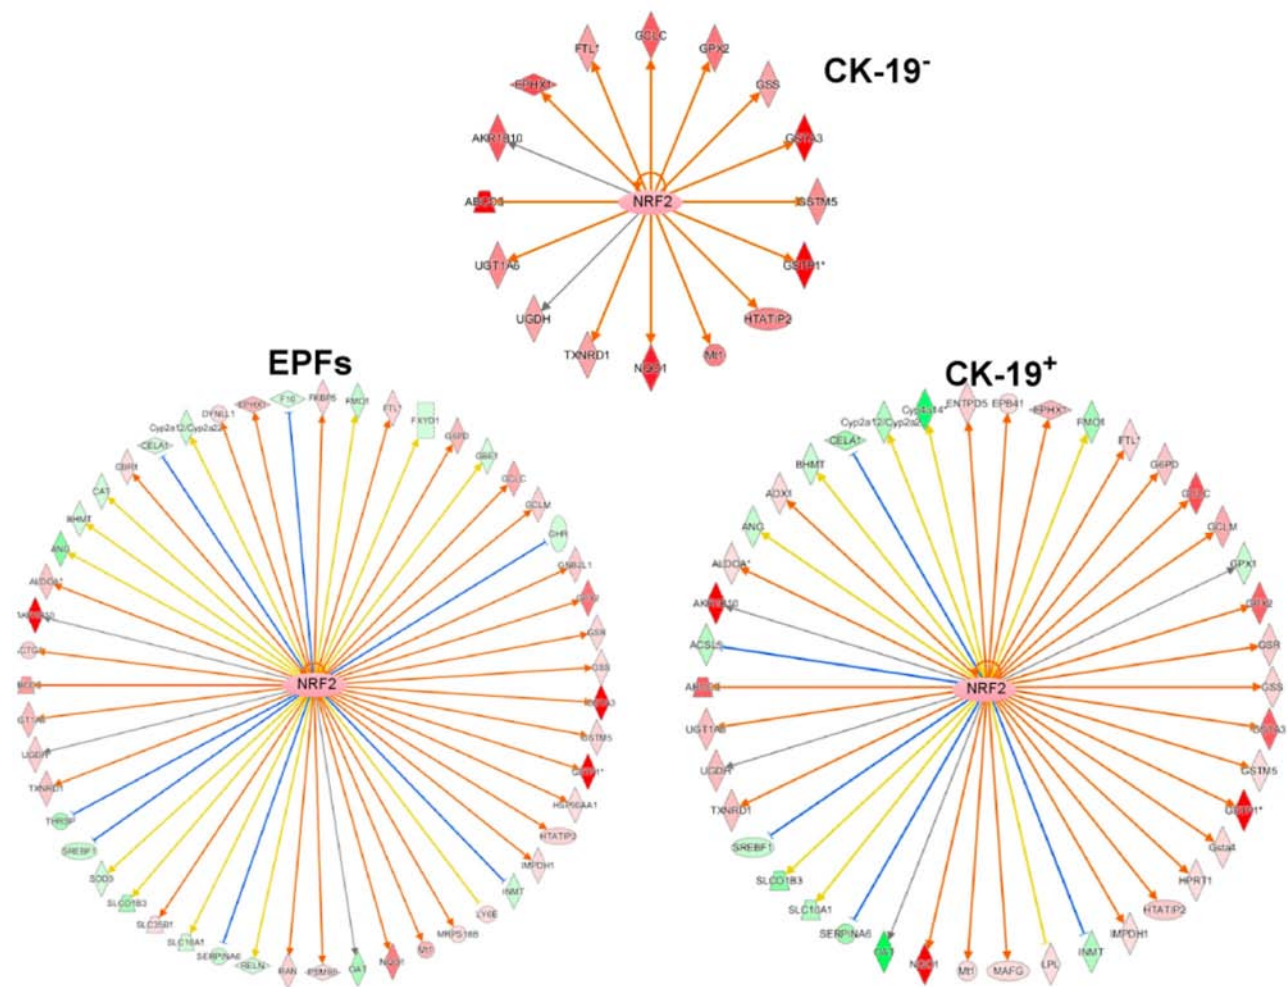

**Supplementary Figure S4: Network visualization of the transcription factor Nrf2 pathway.** Data and visualization were obtained using IPA. Red: up-regulated genes; green: downregulated genes.

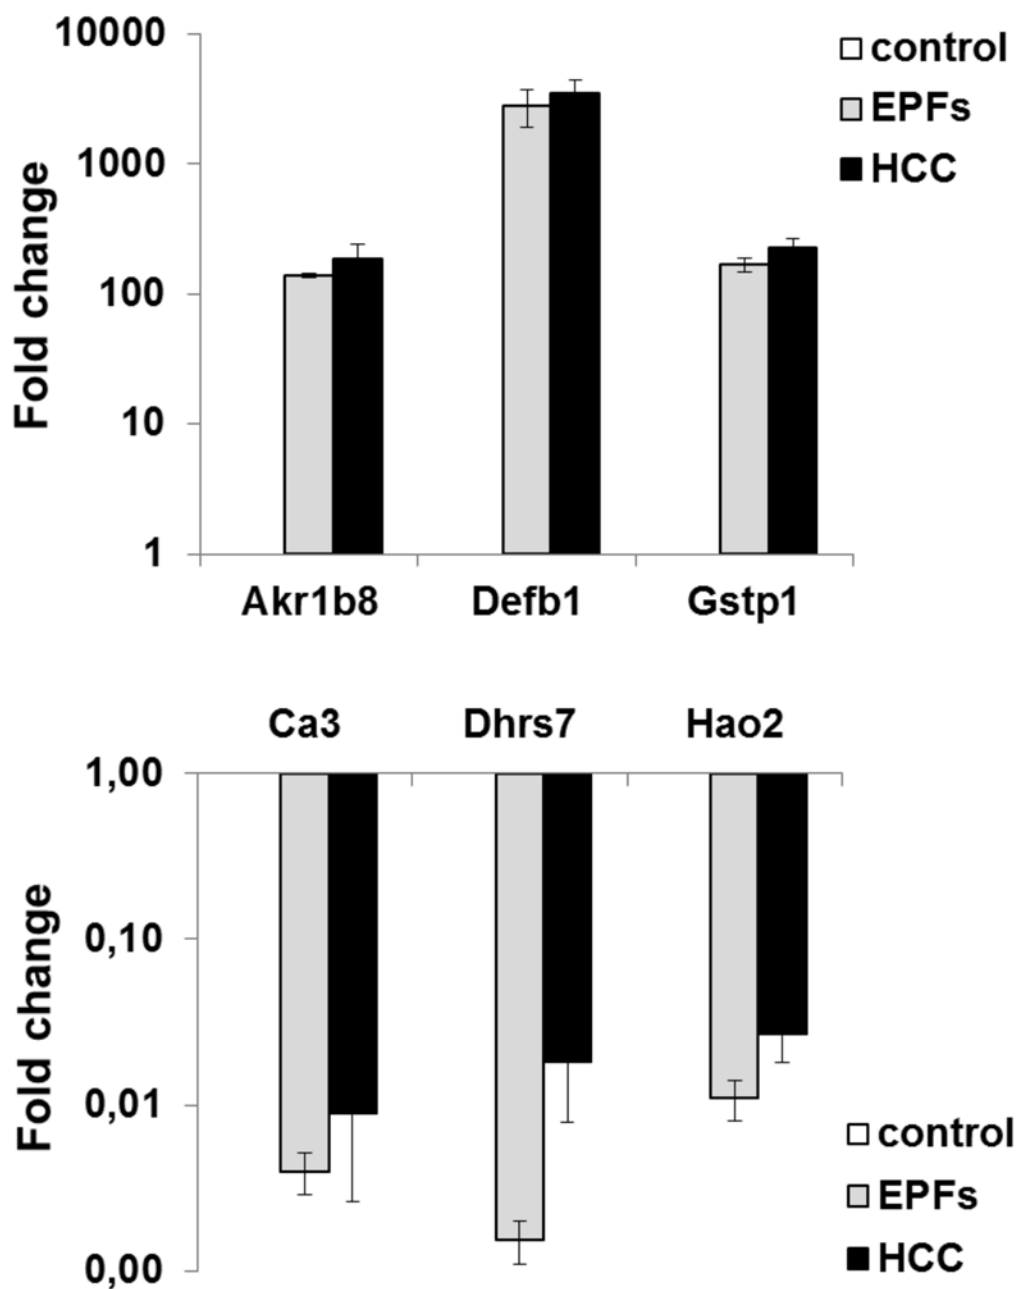

**Supplementary Figure S5: QRT-PCR validation analysis of the most up- and down-regulated genes commonly dysregulated in EPFs and HCC.** The values are reported as log fold change of HCC and EPFs vs. control liver. Mean  $\pm$  SE of at least 5 samples/group. All values were significantly different from control for at least  $P < 0.0001$ .

How the deposited data were processed for this re-analysis (not part of the article)

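Gene expression was measured on one-colour Illumina RatRef-12 arrays, 5 each for control liver, EPFs, CK-19-positive nodules and CK-19-negative nodules, 20 in all. The paper gives the RNA amplification, the hybridisation and the loading of the intensity files into BeadStudio and BRB Array Tools, and the submitters' processing notes name BeadStudio 3.0.19.0. The authors then applied quantile normalization, and their deposited intensities are on a linear scale, not log-transformed, with no background step stated. All columns held nearly the same sorted values, with a median of 157 on every array to the nearest whole number. Each array was taken from its label, which names the group. The table before normalization holds 40 value columns (20 of signals and 20 of detection p-values) whose names match no sample, and these were not used here.

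The planned preparation started from the signals before normalization and kept genes by their detection p. The normalized values of the same arrays were used instead, and a gene was tested if its signal exceeded 200 on at least 5 arrays, a level chosen after the spread of the values was seen (70% of all values lay under 220.3 and 10% under 128.1). Signals under 16 were to be raised to 16, which applied to none. Probes were named from the platform's annotation: 13793 of 22523 had 1 gene, none had several, and 8730 were not named here. Of the named probes, 13752 matched the rat gene table by symbol, and no symbol was changed. The probe with the highest mean over all arrays represented a gene. Without this choice, 8145 probes passed the filter. As signals near background compress differences, a fold change of a dim gene understates its change, and its size depends on how the background is treated.

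Log2 signals were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, group means, all 20 arrays in one fit), with Benjamini-Hochberg adjustment over the 6102 genes tested. The 6 comparisons were each lesion against control and the lesions against each other. Gene lists with at least 4 tested members were tested with camera at a preset correlation of 0.01 between genes, adjusted over all lists and the 6 comparisons, and again with the correlation estimated from the data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Simulated data were made from these arrays, with 100 genes changed 2-fold and 100 changed 4-fold among 6102. The script was tested on them by the adjusted p threshold alone, without the 2-fold threshold. Of the 2-fold changes it recovered 97%, 95% and 95% for EPFs, CK-19-positive and CK-19-negative nodules, and of the 4-fold changes 100% in each. Of the 202, 202 and 206 calls for EPFs, CK-19-positive and CK-19-negative nodules, 2.48%, 3.47% and 5.34% were false.

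Arrays were compared before they were averaged. The highest correlation of an array with any other was between 0.981 and 0.994, and no pair shared more than 0.133% of its values, so that every array counted as a replicate. The labels give all arrays of a group the same replicate number and name no rat. The numbers 1 to 5 used in the text are names given here in the order of the sample list, and they pair no arrays. Chip membership was taken from the labels and used as a random block (correlation 0.079 within chips), as a fixed block without the EPFs, and by fits within chip 1 and chip 2.

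The genes named were chosen by a rule: the 10 largest rises and falls among called genes whose arrays of both groups do not overlap, in each comparison with control, between EPFs and CK-19-positive nodules and between the nodule groups; every gene the paper names; and the 4 largest called members of each gene list in each comparison with control. The folds in the paper's tables had been seen when the rule was written. It gave 180 tested genes, and 89 of 93 symbols the paper prints were matched. Where a list's median includes genes with only a lower bound, the median with these at their bound is given if it differs.

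Alternatives were the gene filters (none, and the study's own), 50 added before log2, every probe by itself, the chip fits, a fit of only the 2 groups compared, the methods' t-test, an unadjusted p under 0.01, each array left out in turn, other linkages for the clustering and a split of the controls. Added after seeing the data were signal filters of 175 and 300, a background level (the 10% point) subtracted before log2, and signals under 300 raised to 300. Background correction with detection p-values and scaling to equal medians need the table before normalization and were not run. HCC, the IHC and the RT-PCR measurements were not analysed here.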

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

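Of the tests in this part, the chip test of Krt19 and the setting with signals under 300 raised to 300 were chosen only after the result was seen.

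In 8 of 160 groups of 5 values, 1 array stood far from the other 4, about the 1 in 20 that chance gives. Scores are means of a list's log2 signals relative to the control mean. CK-19-positive nodule 3 had a glycolysis and pentose phosphate score of 0.189, against 0.355 to 0.413 in the others of its group. CK-19-positive nodule 2 had an acute phase score of -0.485, against -0.219 to -0.149. For the periportal genes, CK-19-negative nodule 5, the one on chip 1, scored -0.044 against 0.127 to 0.159. For oxidative phosphorylation, CK-19-negative nodule 2 scored -0.279 against -0.084 to -0.063. The Krt19 signal of CK-19-positive nodule 1 was 7686, against 2738 to 3549. Control 5 had a Gclc signal of 3369, against 1986 to 2305, CK-19-positive nodule 4 an Akr7a3 signal of 14696.5, against 20809 to 23304, and EPF pool 1 a Gpx2 signal of 3949.8, against 3137 to 3315.

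The responses of the NRF2 target genes differed between lesions when tested directly, with median log2 fold changes of -0.42 for EPFs against CK-19-positive nodules, 0.79 for CK-19-positive against CK-19-negative nodules and 0.44 for EPFs against CK-19-negative nodules. With an estimated correlation none of these 3 passed (adjusted p = 0.2746, 0.06485 and 0.3686 with an estimated correlation). Krt19 differed between EPFs and CK-19-positive nodules by a log2 fold change of -2.72, which follows in part from the choice of these nodules by CK-19 staining.

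Krt19 was higher in every EPF array than in every control array, at signals of 371 to 1118 against 206 to 248. Bile duct or oval cells captured with the EPFs would raise other biliary markers too. The 12 other than Krt19, Epcam and Cd24 had a median log2 fold change of 0.155 (standard error 0.234), a spread too wide to decide. Of these, 2 were called up (Tspan8, 1.56, and Prom1, 1.16) and 1 down (Onecut1, -1.07). Epcam and Cd24, left out because their values had been seen, rose. Some of the 12 had strong control signals (Cldn3 3372, Onecut1 3220), which a few captured cells could scarcely raise, so that the median cannot decide. A chip difference also stays open, since the EPFs were alone on their chip. Of the 5 CK-19-negative nodules, all on other chips, 3 lay above every control array, a result set to count against chip, but after the value was seen that bound was judged wrong, because these 5 nodules ranged from 197 to 1181, with 2 at the level of the controls, and a rise over control was not settled: it did not pass with all 5 (log2 fold change 0.93; exact two-sided permutation test, p = 0.1667) and passed at 1.20 without nodule 1 or 4. A low expression of Krt19 in some cells of the foci was not tested.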

How the results depend on the processing

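The settings with a background level subtracted before log2, with signals under 300 raised to 300 and with 2 other signal filters were chosen only after the result was seen. Of 572 values of counts of genes over all settings, 555 stayed within 1.5 times the count reported. Leaving out 1 array at a time gave 726 to 792 genes for EPFs, 564 to 639 for CK-19-positive and 112 to 127 for CK-19-negative nodules, 354 to 411 between EPFs and CK-19-positive nodules, 253 to 321 between the nodule groups, and 336 to 365 shared by EPFs and CK-19-positive nodules. The exceptions were 2 settings. Within chip 2, with 1 control array and so fewer samples, CK-19-negative nodules had 28 genes (23 up, 5 down) and 10 NRF2 target genes. With a background level subtracted, the counts were 1381 (732 up, 649 down) for EPFs, 1084 (579 up, 505 down) for CK-19-positive and 285 (172 up, 113 down) for CK-19-negative nodules, 926 between EPFs and CK-19-positive nodules, 565 between the nodule groups, 1165 between EPFs and CK-19-negative nodules and 639 shared by EPFs and CK-19-positive nodules, and the share over 5-fold among the up-regulated genes was 37.4%. This setting stretches differences near background. The correlation of log2 fold changes of EPFs with CK-19-positive nodules, of EPFs with CK-19-negative nodules and of the nodule groups was 0.71, 0.548 and 0.771 with no filter, 0.775, 0.627 and 0.823 with the study's filter, and 0.677, 0.488 and 0.695 with split controls. Without 1 array it was 0.701 to 0.725, 0.536 to 0.573 and 0.747 to 0.796. The log2 fold change of Krt19 in CK-19-negative nodules was 0.557 to 1.20 without 1 array and 0.708 to 1.38 under the other settings. In EPFs it was 1.10 to 1.49 without 1 array. Under the other settings it ran from 0.919, with signals under 300 raised to 300, up to 2.17 in EPFs. Of 35520 values of named genes, 34846 kept their direction and their side of the threshold, 438 fell below it, 235 rose above it and 1 turned: Crp, an acute phase protein, was -1.14 between CK-19-positive and CK-19-negative nodules and 0.127 within chip 1 (the cause was not tested). Of 3564 values of gene lists, 3428 kept their side, 107 lost it and 29 gained it. With an estimated correlation, only the NRF2 list in CK-19-positive and in CK-19-negative nodules against control passed. Part of that list comes from the study's own tables of these samples, so its passing is not independent evidence. No paired analysis was possible because the labels tie no array to a rat or to an array of another group. Normexp background correction, scaling to equal medians and a filter by detection p were not run. Signal over background limits the folds of dim genes, and the 5 arrays per group limit every comparison.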

Differences from the paper's values

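The setting with signals under 300 raised to 300 was chosen only after the result was seen. Of 113 folds in the paper's Tables 1 and 2 compared here, 16 differed by more than 1.5 times and by more than the spread of the arrays, or in sign. By the bound of 1.5 times alone, 12 of 18 measured folds of EPFs and 19 of 33 of CK-19-positive nodules in Table 1 lay within it. In Table 2, 35 of 40 and 20 of 22 did. Krt19 in CK-19-positive nodules (9.93-fold in the paper, a log2 fold change of 4.06 here) is not among the 16, because its arrays spread widely. In EPFs, the paper's fold is 29.7 for Abcb1 and 49.6 here (Abcb1b), 25.67 for Akr1b8 and at least 38.8 here, 9.52 for Gpx2 and 17.02 here, and 6.91 for Abcc3 and 11.4 here. In CK-19-positive nodules, the paper's fold is 16.26 for Abcb1 and 27.8 here, 15.45 for Pcp4 and 27.3 here, 12.79 for Abcc3 and 21.1 here, 12.36 for Gpx2 and 22.05 here, 6.79 for Cd24 and 10.7 here, 6.7 for Tubb6 and 10.8 here, 6.28 for Cryl1 and 9.59 here, 6.05 for Ctse and 10.2 here, -7.09 for Aox3 and -12.3 here, and -7.4 for Avpr1a and -12.7 here. For these 14, the difference was no longer found with 50 added before log2, an alternative set before the data were examined, and with signals under 300 raised to 300, which was chosen after seeing the values. Of 116 entries of the paper's tables tested here (a gene in 1 lesion each), 115 were called, and none of these calls was lost under either of the 2 settings. With chip as a fixed block it was no longer found for Abcb1, Pcp4, Cd24, Tubb6, Cryl1 and Avpr1a in CK-19-positive nodules, and within chip 1 for Cd24, Tubb6 and Avpr1a. Without control 4 it was no longer found for Cd24, Cryl1 and Avpr1a, without CK-19-positive nodule 1 for Ctse and Avpr1a, without nodule 2 for Tubb6, Cryl1, Ctse and Avpr1a, without nodule 3 for Pcp4 and Cryl1, without nodule 5 for Pcp4 and Cd24, and without EPF pool 1 for Akr1b8. For Mt1a (here Mt1) in EPFs the paper's fold is 5.33 and the value here 2.96, and the difference was no longer found only without control 4 (3.63). For Maf in CK-19-positive nodules the paper's fold is 8.96 and the value here -1.69, and none of the alternatives it was compared under closed it. Each of them used the same probe of Maf, so whether another probe would close it was not tested. Of the other alternatives set before the data were examined, chip as a random block and the other arrays left out closed none of the 16. No filter, every probe by itself, only the 2 groups compared, the methods' t-test and an unadjusted p under 0.01 keep the probe and means. They could not change a fold as compared here, so that they closed none of the 16 decides nothing. The same holds for leaving out a CK-19-negative nodule and for the study's filter. That filter allowed 13 of the 16 to be compared, leaving out Maf, Ctse and Aox3.

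The paper counts 20 genes up-regulated over 5-fold in EPFs, and 35 were found here. With the study's filter there were 29 and with 50 added before log2 27, which no longer differ by 1.5 times, and with signals under 300 raised to 300, chosen after seeing the values, 23; the other alternatives set before the data were examined did not close the gap.

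From its expression data the paper calls CK-19 poorly expressed in EPFs, and its staining of sections found all foci examined negative for the protein. It also measured CK-19 mRNA by RT-PCR in controls, oval cells and EPFs, and reports that the result matched its arrays. Oval cells are not among the arrays used here. Here Krt19 was 2.53-fold higher in EPFs than in control liver, and 6.59-fold lower in EPFs than in CK-19-positive nodules. Its difference between EPFs and CK-19-negative nodules did not pass the threshold (log2 fold change 0.42, adjusted p = 0.3779 from limma). Directions were the same as the paper's for 18 of 18 folds of EPFs and 32 of 33 of CK-19-positive nodules in Table 1, and for 40 of 40 and 22 of 22 in Table 2.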

Other observations

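The tests of a chip difference and the setting with signals under 300 raised to 300 were chosen only after the result was seen. All gene calls below are by limma's test against control liver unless another group is named, and numbers after a gene are log2 fold changes. The labels name no rats, so that independence of the arrays within a group is not shown, and p-values can be too small where arrays share a rat.

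Of 15 genes of apoptosis and the p53 response, 5 rose in EPFs and none fell, against 1 that rose in CK-19-positive nodules (Ddit4, 1.33, a call lost with signals under 300 raised to 300, 0.962) and none in CK-19-negative nodules. Ccng1, cyclin G1, a target of p53, went from 692 ± 68.3 in control liver to 3303 ± 394 in EPFs (SD, n = 5 each; 4.77-fold, adjusted p = 5.931e-12). Mdm2, the ubiquitin ligase that degrades p53, was 4.2-fold higher (adjusted p = 3.546e-11), Phlda3 2.39-fold and Cdkn1a, the cell cycle inhibitor p21, at least 1.74-fold, a call lost with signals under 300 raised to 300 (0.24). The list's medians in EPFs, CK-19-positive and CK-19-negative nodules were 0.63, 0.08 and -0.03 (camera, adjusted p = 0.00188, 0.1988 and 0.6458; adjusted p = 0.1443, 0.4853 and 0.7932 with an estimated correlation). Compared directly, 5 of the list were higher in EPFs than in CK-19-positive nodules and none was lower. The median was 0.53 (camera, adjusted p = 0.004802, or adjusted p = 0.1526 with an estimated correlation). Transcripts of this list do not measure apoptosis itself. By staining, the paper counted fewer cells with cleaved caspase-3 per field in EPFs than in CK-19-positive nodules. Of 24 genes of the unfolded protein and heat shock response, Trib3, a stress-induced pseudokinase (1.75), and Hsp90aa1 (1.38) rose in EPFs and Sel1l, a part of the degradation machinery of the endoplasmic reticulum, fell in EPFs (-1.22) and CK-19-positive nodules (-1.14), with medians of 0.04, -0.08 and 0.09 (camera, adjusted p = 0.824, 0.6238 and 0.2585). In CK-19-negative nodules, where limma called none of these 2 lists, an unadjusted p under 0.05 with no fold threshold was reached by 2 higher and 2 lower of the first and 6 higher and 1 lower of the second.

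Of 12 genes of gluconeogenesis and glycogen, 5 fell and 1 rose in EPFs, and 5 fell and 1 rose in CK-19-positive nodules. G6pc1, glucose-6-phosphatase, fell in both (-2.43 and -2.96) and Pck1, which starts gluconeogenesis, in CK-19-positive nodules (-1.58). The medians were -0.93, -0.68 and -0.13 (camera, adjusted p = 0.001107, 0.001107 and 0.223; adjusted p = 0.09355, 0.09355 and 0.4113 with an estimated correlation). Of 13 genes of glycolysis and the pentose phosphate pathway, 1 rose in EPFs (Aldoa) and 3 in CK-19-positive nodules (Aldoa, Taldo1 and Gpi), where Ldha fell, with medians of 0.45, 0.41 and 0.03 (camera, adjusted p = 0.03667, 0.03667 and 0.3518; adjusted p = 0.2544, 0.2544 and 0.5561 with an estimated correlation), the second 0.40 with a dim member at its bound. Taldo1, transaldolase, had 1.59, and the other 3 lay between -1.03 and 1.08 and lost their calls without 1 or more of the arrays. Of 16 genes of fatty acid synthesis, 6 fell and 2 rose in EPFs and 6 fell and 1 rose in CK-19-positive nodules. The citrate lyase Acly (-2.05) and the desaturase Scd (-2.69) fell in EPFs, and Scd2, a related desaturase, rose in both (1.25 and 2.32). The medians were -0.47, -0.72 and -0.11 (camera, adjusted p = 0.1343, 0.02004 and 0.2752; adjusted p = 0.5342, 0.3379 and 0.6248 with an estimated correlation). Of 21 genes of fatty acid oxidation, 4 fell and 1 rose in each, among them Acsl1, an acyl-CoA synthetase (-1.77 and -1.59), and Hadh (-1.64 and -1.37), with medians of -0.41, -0.54 and -0.16 (camera, adjusted p = 0.03754, 0.0004692 and 0.05064; adjusted p = 0.4457, 0.2375 and 0.4816 with an estimated correlation). Of 12 genes of cholesterol synthesis, 1 fell in EPFs (Pmvk, -1.19, a call lost with signals under 300 raised to 300, -0.89) and 2 in CK-19-positive nodules (Sc5d, -1.15, lost without CK-19-positive nodule 2, and Nsdhl, -1.08), with medians of -0.32, -0.54 and -0.17 (camera, adjusted p = 0.09203, 0.01987 and 0.06652; adjusted p = 0.5368, 0.4113 and 0.5342 with an estimated correlation). In CK-19-negative nodules limma called none of these 5 lists, and at an unadjusted p under 0.05, with no fold threshold, 1 higher and 3 lower were found for gluconeogenesis and glycogen, 4 higher and 2 lower for glycolysis and the pentose phosphate pathway, 2 higher and 4 lower for fatty acid synthesis, 1 higher and 8 lower for fatty acid oxidation and 0 higher and 2 lower for cholesterol synthesis.

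Of 32 secreted plasma proteins, 9 fell in EPFs and 9 in CK-19-positive nodules and none rose, such as kallistatin, Serpina4 (-3.47 and -1.65), and the coagulation factor F12 in EPFs (-1.87), with medians of -0.40, -0.42 and -0.01 (camera, adjusted p = 0.0008042, 0.004765 and 0.7281; adjusted p = 0.2299, 0.2746 and 0.8637 with an estimated correlation). Of 14 acute phase genes, A2m rose in EPFs (3.33), and in CK-19-positive nodules Lbp, which binds lipopolysaccharide, rose (1.46, a call lost with chip as a fixed block) and Crp fell (-1.79), with medians of 0.02, -0.31 and -0.01 (camera, adjusted p = 0.6238, 0.2061 and 0.9501). In CK-19-negative nodules none of either list was called by limma, and an unadjusted p under 0.05 with no fold threshold gave 1 higher and 4 lower plasma proteins and 1 higher and 2 lower acute phase genes. Of 14 perivenous hepatocyte genes, 7 fell in EPFs, 8 in CK-19-positive and 1 in CK-19-negative nodules, and the ammonia transporter Rhbg rose in each (1.45, 2.23 and 1.71). The ornithine aminotransferase Oat fell in EPFs (-2.50) and CK-19-positive nodules (-2.998). The medians were -0.94, -1.27 and -0.49 (camera, adjusted p = 0.005687, 5.262e-05 and 0.006497; adjusted p = 0.2883, 0.1506 and 0.2928 with an estimated correlation), the last -0.33 with a dim member at its bound. Of 13 periportal genes, 3 fell and 1 rose in EPFs, 4 fell in CK-19-positive nodules, and 1 fell and 1 rose in CK-19-negative nodules (Hal, -1.001, a call lost in 6 settings, such as 50 added before log2 and chip as a fixed block, and Sds, 1.80, lost with chip as a fixed block, within chip 2 and with the methods' t-test), with medians of -0.46, -0.66 and 0.01 (camera, adjusted p = 0.5172, 0.008662 and 0.8002; adjusted p = 0.7932, 0.3379 and 0.9114 with an estimated correlation). Of 39 genes of the urea cycle and amino acid breakdown, 5 fell and 3 rose in EPFs, 12 fell and 1 rose in CK-19-positive nodules, and the same 2 genes, Hal and Sds, changed in CK-19-negative nodules. In EPFs, arginase, Arg1, rose (1.47) and Kynu, kynureninase, fell (-1.92). The medians were -0.31, -0.67 and -0.08 (camera, adjusted p = 0.02382, 9.039e-07 and 0.2902; adjusted p = 0.5342, 0.2375 and 0.7838 with an estimated correlation).

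Compared directly, CK-19-positive nodules were lower than CK-19-negative nodules in 15 of these 39 amino acid genes and higher in none, with a median of -0.57 (camera, adjusted p = 3.498e-10; adjusted p = 0.1443 with an estimated correlation). They were lower in 13 of 30 cytochrome P450 genes and higher in 1, with a median of -0.78 (adjusted p = 6.925e-12; adjusted p = 0.137 with an estimated correlation), among them Cyp3a2 (-2.63) and Cyp4a2 (-2.65), both calls lost within chip 1. They were lower in 15 of 22 sex-dimorphic and growth hormone dependent genes and higher in 1 (16 lower when adjusted over the list alone), with a median of -1.39 (adjusted p = 7.337e-13; adjusted p = 0.09355 with an estimated correlation). In CK-19-positive nodules 3 of 21 extracellular matrix and stellate cell markers were higher and none was lower, with a median of 0.44, or 0.42 with dim members at their bound (adjusted p = 0.0007658; adjusted p = 0.3183 with an estimated correlation), and 5 of 18 macrophage and Kupffer cell markers were higher and none was lower, with a median of 0.61 (adjusted p = 0.0001422; adjusted p = 0.2655 with an estimated correlation). Whether the share of hepatocytes differed between the nodule groups was not tested. The calls of Cd74 and Lgals3 among the macrophage markers were lost within chip 1, that of Cd74 also with chip as a fixed block and without CK-19-negative nodule 1.

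Of 15 biliary and oval cell markers, 4 rose and 2 fell in CK-19-positive nodules, and 2 rose in CK-19-negative nodules (Cd24, 1.03, and Epcam, 1.09, both lost within chip 2 and without CK-19-negative nodule 2, and Cd24 in 6 more planned settings), with medians of 0.54 (0.51 with dim members at their bound) and 0.25 (camera, adjusted p = 0.003938 and 0.008662; adjusted p = 0.2616 and 0.2883 with an estimated correlation). Onecut1, a transcription factor of liver and bile duct development, was among those that fell in CK-19-positive nodules (-2.24). Of 4 fetal liver and stem cell markers, Aldoa and the oncofetal glypican Gpc3 (1.12, a call lost with 50 added before log2) rose in CK-19-positive nodules, with a median of 0.87 (0.70 at the bound) and of 0.22 in CK-19-negative nodules (camera, adjusted p = 0.1343 and 0.2508), where limma called none and an unadjusted p under 0.05 gave 2 higher and 0 lower. Of 8 YAP target genes, Ccn2, connective tissue growth factor, rose in EPFs (1.06, lost without EPF pool 2) and CK-19-positive nodules (1.33), Afp in EPFs, and Ccn1 in CK-19-negative nodules (1.01, lost in 6 planned settings, such as 50 added before log2 and chip as a fixed block), with medians of 0.27, 0.50 and 0.27 (camera, adjusted p = 0.2917, 0.1707 and 0.1078), the second 0.32 at the bound. Of 21 extracellular matrix and stellate cell markers, 4 rose and 2 fell in EPFs and 4 rose in CK-19-positive nodules, with the collagen Col1a2 at 1.66 and Timp1 at 1.56. The medians were 0.39, 0.63 and 0.04 (camera, adjusted p = 0.251, 0.003938 and 0.4062; adjusted p = 0.7431, 0.3787 and 0.7917 with an estimated correlation), the first and second 0.23 and 0.51 at the bound. Of 18 macrophage and Kupffer cell markers, the scavenger receptor Marco fell in all 3 lesions (-2.16, -2.24 and -1.73) and Vsig4 in EPFs (-1.25), while Cd74 and Lgals3 rose in CK-19-positive nodules (1.12, lost with the methods' t-test and without control 3, control 5 or CK-19-positive nodule 5, and 1.15, lost without CK-19-positive nodule 2). The medians were -0.32, 0.20 and -0.31 (camera, adjusted p = 0.1179, 0.4475 and 0.0001768; adjusted p = 0.6238, 0.7996 and 0.2655 with an estimated correlation), the first -0.26 at the bound. Of 9 lymphocyte and granulocyte markers, the granzyme Gzma fell in EPFs (-1.39) and CK-19-positive nodules (-1.22), both lost with signals under 300 raised to 300 (-0.914 in both), with medians of -0.08, -0.11 and -0.18 (camera, adjusted p = 0.4992, 0.5066 and 0.01258; adjusted p = 0.7917, 0.7917 and 0.3584 with an estimated correlation). Of 12 endothelial markers, Ramp2 rose in EPFs (1.03, lost with 50 added before log2 and without control 5), with medians of -0.10, 0.18 and 0.19 (camera, adjusted p = 0.9961, 0.5496 and 0.1225). An unadjusted p under 0.05 with no fold threshold gave 4 higher and 2 lower endothelial markers in CK-19-positive nodules, and in CK-19-negative nodules 3 higher and 0 lower, 5 higher and 2 lower extracellular matrix and 0 higher and 3 lower lymphocyte and granulocyte markers, where limma called none. None of 26 genes of oxidative phosphorylation was called by limma in any lesion, although at an unadjusted p under 0.05, with no fold threshold, 13 were higher and 2 lower in EPFs, 2 higher and 4 lower in CK-19-positive and 0 higher and 4 lower in CK-19-negative nodules, with medians of 0.25, -0.06 and -0.14 (camera, adjusted p = 0.05084, 0.5063 and 0.08065). Adjusted over each list alone, the counts in this part were equal except where stated.

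Random splits of the arrays were set beside the real groups for each count of dysregulated genes. In fits of only the 2 groups compared, 100 of the 126 splits of the same 10 arrays were drawn, and only the real split, 1 of 100, called as many genes. EPFs against control gave 757 and the highest other split 0, CK-19-positive nodules against control 601 and 0, CK-19-negative nodules against control 113 and 2, EPFs against CK-19-positive nodules 376 and 0, the nodule groups 288 and 1, and EPFs against CK-19-negative nodules 542 and 1. Mixed splits put the group difference into the spread within groups and so call few genes. The test also takes the arrays as independent, which is not shown, so it does not exclude chance by itself.

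The EPFs lay on a chip of their own, so a chip difference could account for part of their 757 genes. Against the controls outside chip 1, 700 of them were called in the same direction, and 318 of all 757 (42.0%) were so called and also called in the same direction in CK-19-positive nodules against the controls within chip 1, which holds no EPFs. These 2 comparisons share no array. Independent lists would share 33.6 genes, and 2 genes went the opposite way, so that this argues against chip as the cause for most of the 318, though not for each of them. For the other 439, chip and group cannot be told apart, because no chip holds EPFs with another group. Control arrays of chips 1 and 3 differed 2-fold in 50 genes (2 against 2 arrays), CK-19-negative nodules of chips 1 and 2 in 58 (1 against 4), and EPF arrays of the same chip in at most 22 (2 against 2). By the paper's protocol, 2-AAF feeding ended about when the EPFs were taken. The times after PH and after 2-AAF also separate EPFs from nodules and were not tested.

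Of 6 red blood cell genes, 3 fell in each lesion: Hbb (-2.77, -2.32 and -1.38), Hba-a1 (-2.66 in EPFs) and Hbb-b1 (-2.32 in EPFs), with list medians of -1.23, -1.24 and -0.88 (camera, adjusted p = 0.01626, 0.0145 and 0.0005278; adjusted p = 0.2655, 0.2655 and 0.1443 with an estimated correlation), the second -1.11 at the bound, and calls in CK-19-negative nodules lost within chip 2. Less blood in the laser-captured lesions is a candidate explanation, with Hbb going from 15457 ± 2462 in control liver to 2259 ± 261 in EPFs. It was set to be counted against if the endothelial, macrophage and leukocyte lists did not fall as well, and the median of their 3 medians in EPFs was -0.098 (-0.098, -0.32 and -0.079). After the value was seen that bound was judged wrong, because endothelial and Kupffer cells belong to the tissue and not to the blood, and the leukocyte markers lay near background in control liver (median signal 258). The explanation stays open, as does a change in the lesions themselves, which was not tested.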
